# Prolonged partner separation erodes nucleus accumbens transcriptional signatures of pair bonding in male prairie voles

**DOI:** 10.7554/eLife.80517

**Published:** 2023-02-28

**Authors:** Julie M Sadino, Xander G Bradeen, Conor J Kelly, Liza E Brusman, Deena M Walker, Zoe R Donaldson

**Keywords:** prairie vole, nucleus accumbens, loss, pair bond, Vole

## Abstract

The loss of a spouse is often cited as the most traumatic event in a person’s life. However, for most people, the severity of grief and its maladaptive effects subside over time via an understudied adaptive process. Like humans, socially monogamous prairie voles (*Microtus ochrogaster*) form opposite-sex pair bonds, and upon partner separation, show stress phenotypes that diminish over time. We test the hypothesis that extended partner separation diminishes pair bond-associated behaviors and causes pair bond transcriptional signatures to erode. Opposite-sex or same-sex paired males were cohoused for 2 weeks and then either remained paired or were separated for 48 hours or 4 weeks before collecting fresh nucleus accumbens tissue for RNAseq. In a separate cohort, we assessed partner-directed affiliation at these time points. We found that these behaviors persist despite prolonged separation in both same-sex and opposite-sex paired voles. Opposite-sex pair bonding led to changes in accumbal transcription that were stably maintained while animals remained paired but eroded following prolonged partner separation. Eroded genes are associated with gliogenesis and myelination, suggesting a previously undescribed role for glia in pair bonding and loss. Further, we pioneered neuron-specific translating ribosomal affinity purification in voles. Neuronally enriched transcriptional changes revealed dopaminergic-, mitochondrial-, and steroid hormone signaling-associated gene clusters sensitive to acute pair bond disruption and loss adaptation. Our results suggest that partner separation erodes transcriptomic signatures of pair bonding despite core behavioral features of the bond remaining intact, revealing potential molecular processes priming a vole to be able to form a new bond.

## eLife digest

Losing a spouse or life partner is a deeply traumatic event that can have long-term repercussions. Given enough time, however, most surviving partners are able to process their grief. The neural processes that enable people to adapt to their loss remain unknown.

To explore this question, scientists often turn to animals that form long-term mating based pair bonds and can be raised in the laboratory. Monogamous prairie voles enter lifelong partnerships where the two individuals live together, prefer to cuddle with each other, and take care of their pups as a team. After having lost their mate, they show signs of distress that eventually subside with time.

Sadino et al. examined the biological impact of partner loss in these animals by focusing on the nucleus accumbens, a brain region important for social connections. This involved tracking gene expression – which genes were switched on and off in this area – as the voles established their pair bonds, and then at different time points after one of the partners had been removed.

The experiments revealed that establishing a relationship leads to a stable shift in nucleus accumbens gene expression, which may help maintain bonds over time. In particular, genes related to glia (the non-neuronal cells which assist neurons in their tasks) see their expression levels increase, indicating a previously undescribed role for this cell type in regulating pair bonding. Having their partner removed led to an erosion of the gene expression pattern that had emerged during pair bonding; this may help the remaining vole adapt to its loss and go on to form a new bond. In addition, Sadino et al. explored the gene expression of only neurons in the nucleus accumbens and uncovered biological processes distinct from those that occur in glia after partner separation. Together, these results shed light on the genetic and neuronal mechanisms which underlie adaptation to loss; this knowledge could one day inform how to better support individuals during this time.

## Introduction

The death of a romantic partner is cited as one of the most traumatic experiences in a person’s life and results in grief and corresponding indicators of mental and physiological distress (Keyes et al., 2014; Holmes and Rahe, 1967). However, for the majority of people acute grief subsides within approximately six months as the bereaved integrates and adapts to the loss (Shear et al., 2011). Most people will also eventually form a new pair bond, which provides a behavioral indicator of loss adaptation (Shear and Shair, 2005). The processes that enable such adaptation remain poorly understood but likely occur via the same neural systems that are uniquely engaged by pair bonding (Blocker and Ophir, 2016).

Socially monogamous prairie voles are a laboratory-amenable species that recapitulates many aspects of human social bonds, making them ideal for interrogating the neurobiology of bonding and loss. Pair bonding in this species results in a shift in sociobehavioral state where specific behaviors are only evident after the transition from living in a same-sex pair (i.e. family group) to an opposite-sex bonded pair. Pair bonded voles will prefer to affiliate with their partner, display selective aggression towards non-partner individuals, and exhibit robust and organized biparental care (Williams, 1992; Getz et al., 1981; Williams et al., 1992; Insel and Young, 2001; Carter et al., 1995; Winslow et al., 1993). Considering that other stable behavioral shifts, such as reproductive status and dominance hierarchies, are underwritten by changes in transcription, we aimed to determine if a mature pair bond—and the process of adapting to loss—are underwritten by stable changes in gene expression in the nucleus accumbens (Cardoso et al., 2015; Zayed and Robinson, 2012; Tripp et al., 2018).

While an extended network of brain regions mediates social processing and decision making, the nucleus accumbens (NAc)—a region important for reward, motivation, and action selection—is a critical hub that is engaged when forming a bond and is implicated in loss processing (Aragona and Wang, 2004; Lim and Young, 2004; Walum and Young, 2018). In humans, holding hands with a romantic partner enhanced blood oxygenation levels (BOLD) in the NAc and successful adaptation to spousal loss is associated with a reduced partner-associated BOLD signal in this region (O’Connor et al., 2008; Kreuder et al., 2017). Thus, the NAc contributes to pair bonding and loss and broad scale changes in this brain region potentially mediate shifts in transcription which may be required to adapt to partner loss. Similarly, in prairie voles, pair bond-associated behavioral changes are underwritten by several known neuromolecular changes within the NAc which maintain and reinforce pair bonds over time (Insel and Young, 2001; Aragona and Wang, 2004; Young and Wang, 2004). Further, when separated from their partner, prairie voles exhibit behavioral and physiological distress that mirrors what is seen upon bond disruption in humans and other species, such as titi monkeys (Carter et al., 1995). These include increased circulating glucocortioids levels, activation of the HPA axis, increased anxiety, decreased pain thresholds, and autonomic dysfunction (McNeal et al., 2014; Grippo et al., 2007; Bosch et al., 2016; Pohl et al., 2019; Osako et al., 2018). However, we have previously shown that if a pair bonded prairie vole loses their partner, given enough time, they will form a new bond that supersedes the original bond (Harbert et al., 2020; Tamarin et al., 1990). As in humans, the ability to form a new bond indicates that prairie voles can adapt to partner loss.

Here, we map the trajectory of the pair bond transcriptional profile by comparing opposite-sex paired males to same-sex sibling male pairs. In the wild, sexually naive male voles can cohabitate with other males, especially siblings, although these relationships do not persist after males form an opposite-sex pair bond and establish a nest/territory with their partner (Getz et al., 1981; Carter et al., 1995). By comparing opposite-sex pair bonded voles to their same-sex paired counterparts before and after partner separation, we have an ethologically relevant means to isolate the unique biology of bonding and loss independent of those that support general affiliative interactions (e.g. peer relationships) or the stressful effects of social isolation more broadly. Thus, we compared behavior and NAc transcriptional profiles of opposite-sex pair bonded and same-sex cohoused naïve male voles to explicitly define the pair bond both behaviorally and transcriptionally. Then we examined how affiliative pair bond characteristics were altered by partner separation to test the hypothesis that pair bond transcriptional signatures and bond-associated behaviors would erode as a function of time since partner separation. We reasoned that these changes represent key components of loss adaptation that, together, may prime the vole to be able to form a new bond.

We found that pairing induced a reliable affiliative preference for a peer or a pair bonded partner, and that this preference is remarkably stable, persisting even after four weeks of separation. We further show that pair bond-associated changes in accumbal gene expression were consistent at two and six weeks post-pairing. However, once opposite-sex pairs are separated, the pair bond transcriptional signature erodes as a function of separation time. To further home in on the transcriptional changes associated with partner separation specifically in NAc neurons, we pioneered translating ribosomal affinity purification in voles (vTRAP). Using vTRAP, we identified clusters of genes associated with dopaminergic signaling, mitochondrial organization, and steroid hormone signaling whose expression patterns are sensitive to acute pair bond disruption and loss adaptation. In sum, our parallel behavioral and transcriptional data suggests that erosion of pair bond transcriptional signatures in the NAc precedes changes in affiliative partner preference, providing insight into time-dependent neuromolecular changes that may contribute to loss adaptation.

## Results

We determined how bonding and extended separation affects social behavior and NAc transcription in opposite-sex and same-sex paired males. We employed timepoints that are experimentally validated and ethologically relevant (Figure 1A). We paired all study animals for 2 weeks, a duration that reliably produces mature pair bonds (Scribner et al., 2020; Brusman et al., 2021). For the separation timepoints, the ability to form a new bond after loss serves as a behavioral metric of loss adaptation. Prior work has shown that male voles are able to form a new pair bond 4 weeks post-separation, but not 2 weeks or earlier (Harbert et al., 2020).

**Figure 1.**
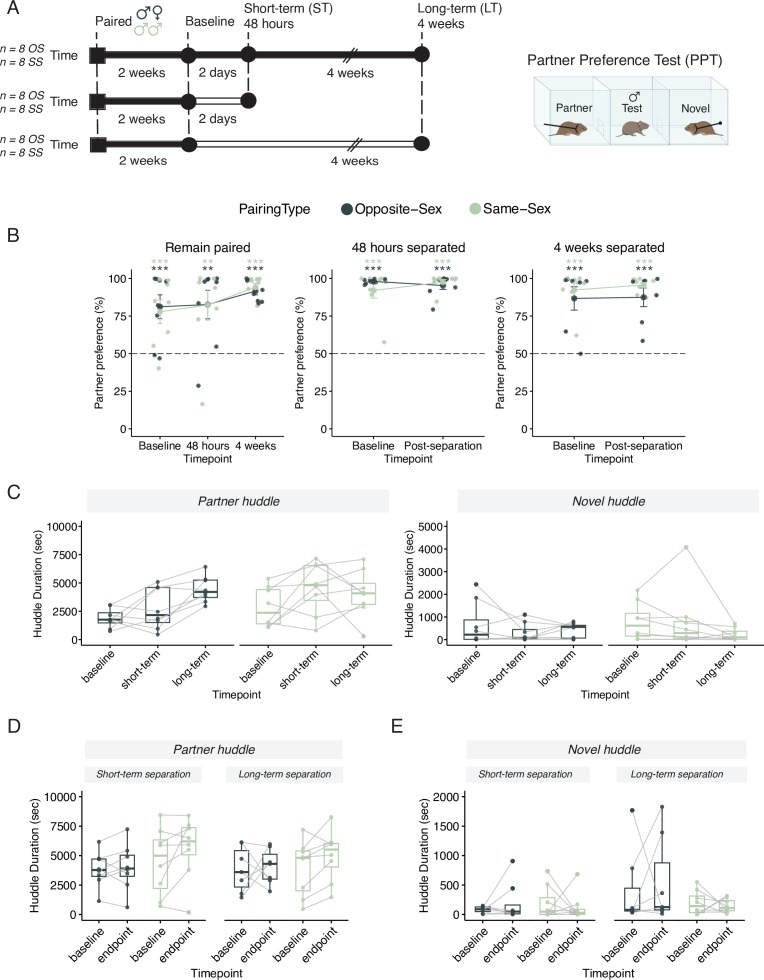
Males in either opposite-sex or same-sex pairs retain their partner preferences for at least four weeks following partner separation. Additional stats including post-hocs provided in Supplementary file 1. (**A**) Schematic of a partner preference test (PPT) and timelines for behavioral experiments. Opposite-sex (n=8/cohort) and same-sex (n=8/cohort) pairs were paired for 2 weeks prior to a baseline PPT. Pairs were then either in a remain paired or separated cohort. Remain paired animals stayed with their partners throughout the experiment and underwent PPT 48 hours and 4 weeks after baseline. Separated animals were separated from their partners for either 48 hours (short-term) or 4 weeks (long-term) prior to the endpoint PPT. (**B**) Partner preference scores (% partner huddle/total huddle) from baseline, short-term, and long-term PPTs of opposite-sex (dark green) and same-sex (light green) paired males. Opposite- and same-sex paired males showed a baseline partner preference that remained evident for both groups after short-term separation and long-term separation (one-way t-tests relative to 50%, *** p<0.001, ** p<0.01). Black dotted line at 50% indicates no preference for partner or novel. (**C**) Partner (left) and novel (right) huddle duration (seconds) for remain paired animals over time during each PPT (two-way RM-ANOVA). (**D**) Partner huddle for short-term (left) and long-term (right) separated animals between baseline and the endpoint PPT—48 hours or 4 weeks post-baseline, respectively (two-way RM-ANOVA). (**E**) Novel huddle for short-term (left) and long-term (right) separated animals between baseline and the endpoint PPT—48 hours or 4 weeks post-baseline respectively (two-way RM-ANOVA).

**Figure 1—figure supplement 1.**
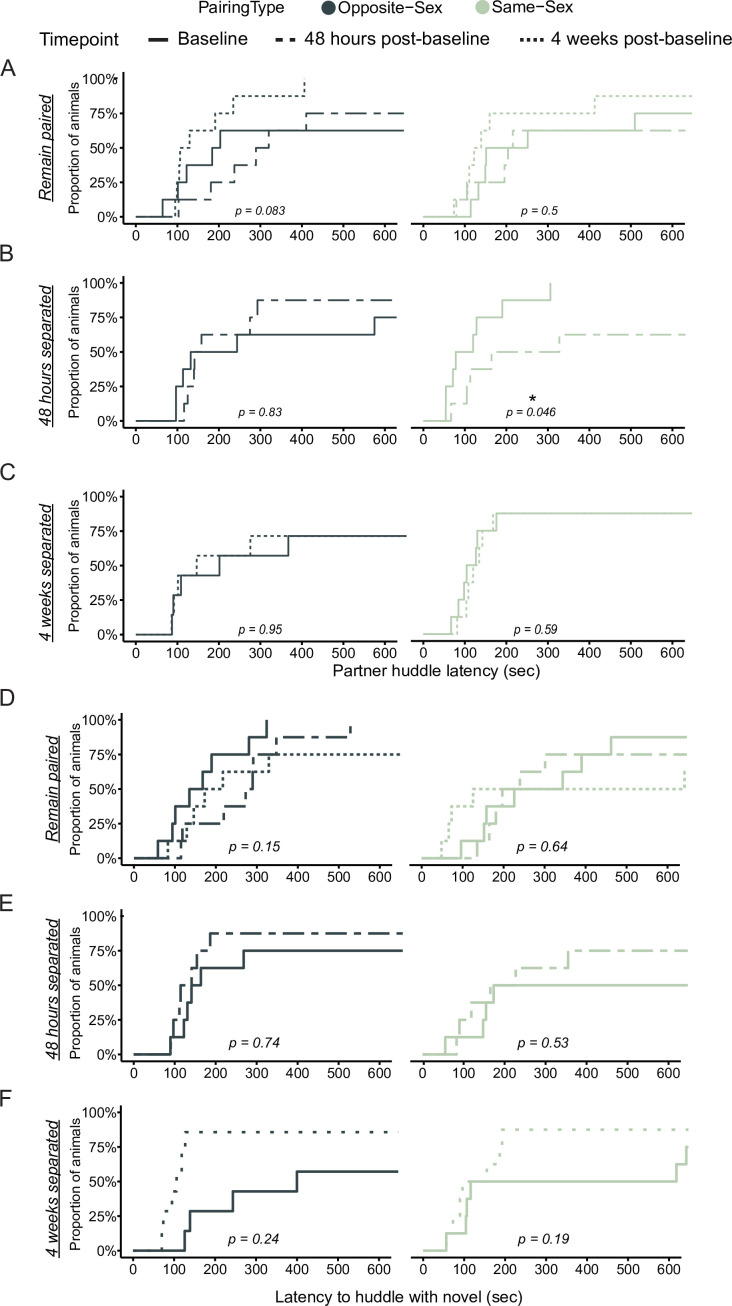
Partner and novel huddle latency is unchanged in both remain paired and separated opposite- and same-sex paired males. Cumulative event plots for partner (**A–C**) and novel (**D–F**) huddle latency in opposite-sex (left, dark green) and same-sex (right, light green) paired males showing the first 10 minutes of the partner preference test. (**A**) There was no difference in latency to huddle after 6 weeks of paring compared to 2 weeks in opposite sex pairs. This was true for both partner and novel huddle. (**B**) Same-sex paired males huddle significantly more quickly with their partner at baseline compared to 48 hr post-separation (log-rank test: χ^2^=4.0, p=0.046) while this change is absent in opposite-sex paired males. (**C**) Males separated for 4 weeks do not have any changes to their partner huddle latency. (**D**) As in A, same-sex pairs show no different in huddle latency over time. (**E**) Males separated for 48 hr have no change to their novel huddle latency. (**F**) Males separated for 4 weeks have no statistically significant differences between their baseline and endpoint novel huddle latencies.

**Figure 1—figure supplement 2.**
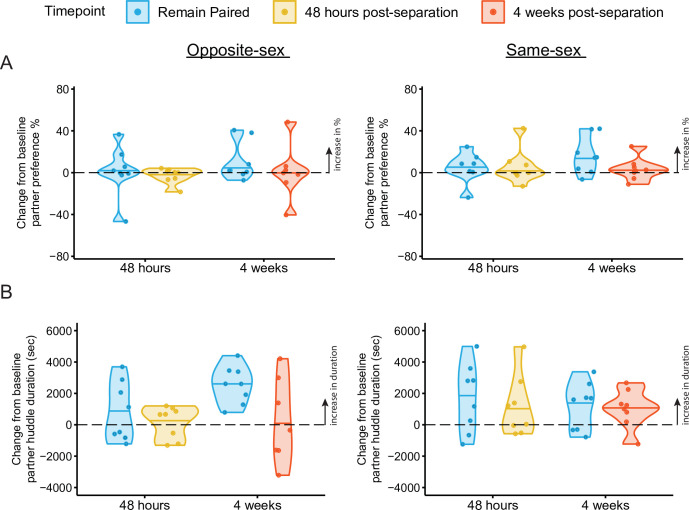
Change scores of partner preference and partner huddle duration for opposite-sex and same-sex paired males. Change scores were calculated by subtracting the value of either metric (e.g. partner preference or partner huddle duration) at the endpoint PPT minus the baseline PPT. (**A**) Change scores of percent partner huddle for opposite-sex (left) and same-sex (right) paired males. (**B**) Change scores of partner huddle duration. Partner huddle duration significantly increased between 4 weeks post baseline only in males that had remained with their opposite-sex partner (t-test against 0%: p=0.000529). Same-sex paired males continued to increase their partner huddle duration after baseline regardless of separation (t-test against 0%: remain paired 48 hr – base p=0.062; remain paired 4 weeks – base p=0.060; separated 4 weeks – base p=0.046).

**Figure 1—figure supplement 3.**
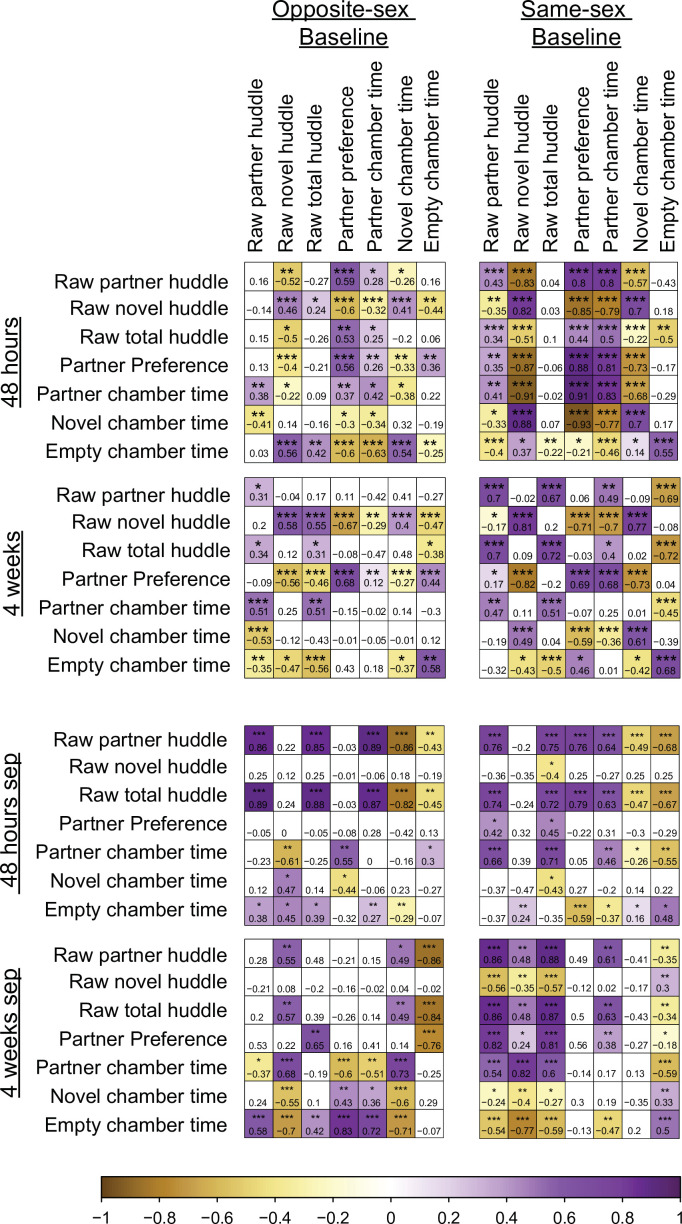
Pearson’s correlation matrices of partner preference test behaviors across time points. Left: opposite-sex paired males, Right: same-sex paired males. Correlation of PPT metrics for remain paired males (top 2 rows), males separated for 48 hr (3rd row), and males separated for 4 weeks (4th row). Number and color indicate Pearson’s R-value ***p<0.001, **p<0.01, *p<0.05.

Consistent with our laboratory observations, wild male voles who lose a partner will remain at the nest for ~17 days (Tamarin et al., 1990). Thus, we assessed behavior and transcription in paired voles two days and four weeks after separation—timepoints before and after the animal can form a new bond.

### Extended separation disrupts the strengthening of bonds but does not baseline erode partner preference

We measured partner-directed affiliation via a partner preference test (PPT) across time in animals that remained paired and before and after short- or long-term partner separation (Figure 1A). The PPT measures the amount of time spent huddling either with the partner or a novel vole tethered at opposite ends of an arena (Figure 1A, right side). To ensure that the experimental males could not hear, smell, or see their separated partners during separation, all partners were moved to a separate vivarium room. All sample sizes and comprehensive statistical results, including effect size estimates, are reported in Supplementary file 1.

We initially hypothesized that opposite-sex pairs would have a partner preference at baseline and after short-term separation, when the pair bond is still intact, but not after long-term separation (Harbert et al., 2020; Sun et al., 2014). Similarly, we anticipated that same-sex sibling pairs would have a partner preference at baseline due to familiarity but would exhibit a faster and more robust loss of partner preference when separated (Lee et al., 2019).

In contrast to our initial hypothesis, we found that opposite-sex and same-sex paired males demonstrated a partner preference even after extended separation (Figure 1B; Lee et al., 2019; Goodwin et al., 2019). In pairs that remained with their partners throughout the 6-week timeline, both opposite-sex and same-sex pairs form a selective preference for their partner after 2 weeks of pairing (Figure 1B, one sample t-test relative to 50%: opposite-sex p=0.00564, same–sex p=0.00922). The baseline partner preference for both opposite- and same-sex pairs is retained—and even moderately strengthened—after 4 additional weeks of cohabitation (one sample t-test relative to 50% for 48 hr PPT: opposite-sex p=0.0107, same-sex p=0.01478; for 4 weeks PPT: opposite-sex p=5.19 × 10^-7^, same-sex p=6.49 × 10^–7^, two-way RM-ANOVA in Supplementary file 1). In separated animals, both opposite-sex and same-sex pairs form a selective preference for their partner after 2 weeks of cohabitation (one sample t-test relative to 50% short-term separated animals: opposite-sex p=3.30 × 10^–12^, same-sex p=7.72 × 10^–5^; long-term separated animals: opposite-sex p=1.50 × 10^–3^, same-sex p=3.04 × 10^–5^) and retain their partner preference after short-term and long-term separation (one sample t-test relative to 50%: short-term separated animals: opposite-sex p=4.10 × 10^–7^, same-sex p=3.66 × 10^–8^; long-term separated animals: opposite-sex p=0.001846, same-sex p=3.14 × 10^–8^). Additionally, there was no significant difference in partner preference score due to either separation duration or partner type (Figure 1B; two-way RM-ANOVA with repeated measures for timepoint: short-term separation: Main effect of partner (opposite- vs same-sex): F_(1,28)_ = 0.38, p=0.54; Main effect of time: F_(1,28)_ = 0.22, p=0.64; Partner X time: F_(1, 28)_=1.87, p=0.18; long-term separation: Main effect of partner (opposite- vs same-sex): F_(1,26)_ = 1.70, p=0.20; Main effect of time: F_(1,26)_ = 0.16, p=0.70; Partner X time: F_(1, 26)_=0.057, p=0.81). Together, these results indicate that prairie voles are capable of forming an affiliative preference for an opposite- or same-sex partner and that preference remains intact despite prolonged separation.

Next, we examined how partner- and novel-directed affiliative behavior, respectively, changed over time. For males that remain paired there were no significant differences in novel huddle over time for either pairing type. Of note, partner huddle increases with extended co-housing in both pairing types indicting a strengthening of partner-directed affiliation (2-way RM-ANOVA: main effect of timepoint (4 wks:base): F_(2, 42)_=4.92, p=0.012, *η*=0.170) (Figure 1C). This increase was not observed in opposite-sex or same-sex paired males that had been separated from their partner (Figure 1D and E; two-way RM-ANOVA in Supplementary file 1). This suggests that long-term separation effectively impedes the maturation and strengthening of the pair bond without necessarily dissolving the baseline preference. We also quantified how long it took to begin huddling in the partner preference test but failed to observe any consistent differences for partner or novel huddle latencies over time regardless of experimental condition or pairing type (Figure 1—figure supplement 1A–F, log-rank test in Supplementary file 1).

Additionally, we quantified how much each animal’s partner preference and partner huddle changed between timepoints (endpoint minus baseline; Figure 1—figure supplement 2A, B, stats in Supplementary file 1). These change scores revealed that partner preference and partner huddle were relatively stable between the baseline and short-term timepoint regardless pairing status or pairing type. However, at the long-term timepoint, we observed another indicator that separation impedes ongoing pair bond strengthening: opposite-sex males that remain paired exhibited increased partner huddle duration at 4 weeks relative to baseline, which was not observed in opposite-sex separated males (Figure 1—figure supplement 2B). In contrast, in same sex paired males, ongoing pairing was not required for increased partner huddle at the long-term timepoint (Figure 1—figure supplement 2B).

Finally, we assessed behavioral consistency across PPTs by determining the correlation of partner preference test metrics (huddle times, partner preference score, and chamber times) between baseline to short-term and baseline to long-term timepoints in all cohorts (Figure 1—figure supplement 3). Pairing duration, separation, and partner type did not yield reliable differences in correlated patterns of behavior. Together, these results indicate that prairie voles form an affiliative preference for an opposite- or same-sex partner that remains intact despite prolonged separation. However, separation impedes the normal, strengthening of partner-directed affiliation that occurs over time.

### The pair bond transcriptional signature is stable in intact bonds

Changes in behavioral states, such as a shift in dominance or reproductive status, are supported by stable changes in transcription, although this has not been examined in the context of pair bonds (Cardoso et al., 2015; Zayed and Robinson, 2012; Tripp et al., 2018). While prior work has demonstrated that mating and cohabitation in prairie voles result in transcriptional changes within the NAc, the consistency of these changes as long as the bond remains intact has yet to be assessed (Duclot et al., 2020; Tripp et al., 2021; Resendez et al., 2016; Resendez et al., 2012; Aragona et al., 2006). Thus, we compared NAc transcription in opposite- versus same-sex-paired voles following either 2 or 6 weeks of pairing/cohabitation (Figure 2A). 

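RNA from the nucleus accumbens of each male was made into a poly(A)-selected library and sequenced. The authors trimmed the reads, aligned them to the prairie vole assembly MicOch1.0, merged the sequencing runs of each animal and counted reads per gene with HTSeq. The deposited values are these counts, without normalization, for 21152 genes per library. The smallest value in every library is 1, and no gene is listed at 0. The short-term timepoint holds 6 opposite-sex-paired and 6 same-sex-paired males, and the long-term timepoint 9 and 5. The total counts ranged from 9518931 to 12570003 (median 11476675) in opposite-sex and from 10392970 to 13308109 (median 12081011) in same-sex males of the short-term timepoint. At the long-term timepoint they ranged from 10625591 to 16260809 (median 11844343) in opposite-sex and from 8885774 to 12381003 (median 10506795) in same-sex males. The paper states a read depth of about 20 M reads per sample, and the values here rest on the reads counted on genes, whose median is 57.3% of that depth. All 48 input libraries of the 8 cohorts, the separated males included, were fitted in one model. Counts were normalized with edgeR's TMM method and tested with edgeR's quasi-likelihood test. The model held parentage (ParentCode, a factor of 17 levels), age at pairing in days and cohort, which are the terms the paper names. Every contrast is opposite-sex minus same-sex. The test covered the 12134 genes with more than 10 counts in each of the 48 libraries. The cohorts also differed in other ways. The long-term same-sex-paired males were 52 to 70 days old at pairing and the long-term opposite-sex-paired males 107 to 125 days. The short-term same-sex-paired males were 112 to 145 days old and the short-term opposite-sex-paired males 142 to 168 days. Libraries of the long-term same-sex-paired males were made from 20 to 40 ng of RNA and all others from 150 ng. These 5 males form one processing group that holds no other cohort, so that this group and the cohort cannot be told apart. All 9 long-term opposite-sex-paired males had received the vTRAP vectors, and none of the males paired with a same-sex partner for the long-term timepoint had.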

By comparing opposite-sex to same-sex-paired animals, we identified transcripts specific to pair bonds compared with those associated with affiliative behavior more generally. For consistency, we limited transcriptional assessment to voles that had a baseline partner preference >50% (Figure 2B; Supplementary file 1; OS n=15; SS n=11. Excluded for PPT <50% OS n=3; SS n=8).

**Figure 2.**
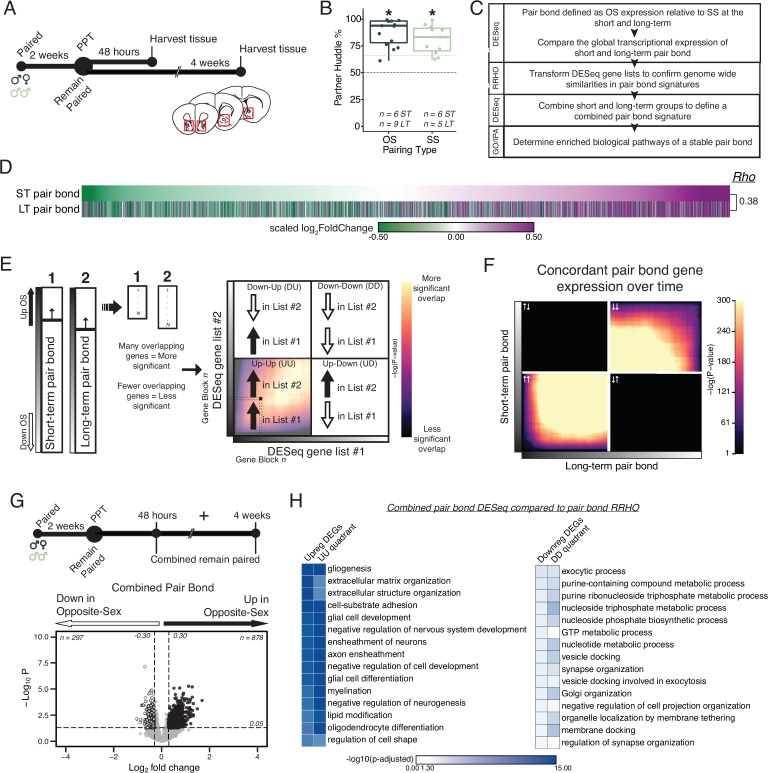
Pair bonding leads to persistent and consistent changes in NAc transcription. (**A**) Opposite- and same-sex pairs were paired for 2 weeks prior to a baseline partner preference test. Pairs then remain paired for either 48 hours (short-term; ~2 weeks total pairing) or 4 weeks (long-term; ~6 weeks total pairing) prior to collecting fresh nucleus accumbens tissue (dissection sites in red boxes) for RNA sequencing. (**B**) Baseline partner preference scores of males included in RNA sequencing for the opposite- and same-sex groups (one-tailed t-test relative to 50%: opposite-sex T_14_=11.76, p=1.21 X 10^–8^; same-sex T_10_=7.78, p=1.50 X 10^–5^). Black dotted line indicates a 50% partner preference score and the grey dotted line indicates 66%. There were no differences in partner preference score between opposite- and same-sex paired animals used for RNAseq (two-tailed t-test: T_21.016_ = 1.374, p=0.184). (**C**) Transcriptional analysis workflow. (**D**) Gene list from both timepoints ordered from the smallest to largest log_2_FoldChange after short-term pairing with color indicating up- or down-regulation in opposite- vs same-sex pairs. Expression patterns are strongly correlated across timepoints (Rho = 0.38, p=2.2 X 10^–16^). (**E**) Schematic of RRHO analysis. The heatmap is arranged into quadrants of genes upregulated in both lists (up-up: quadrant UU), downregulated in both lists (down-down: quadrant DD), or genes that have opposite regulation (up in list 1-down in list 2: quadrant UD; down in list 1-up in list 2: quadrant DU). Genes that are found in both lists at a similar ranked position result in higher p-values and are represented by a yellow color. (**F**) RRHO comparing short-term and long-term pair bonding (*from 2D*) indicates a stable pair bond gene signature over time as evidenced by concordant up- or downregulated genes at the two timepoints. (**G**) The short-term and long-term time points were pooled for opposite- and same-sex pairs to define the combined pair bond gene signature. (**H**) We compared GO analysis *Mus musculus* ontology terms between the combined pair bond DEGs and the RRHO quadrants (*from 2* F) with strong correspondence between the two analyses.

**Figure 2—figure supplement 1.**
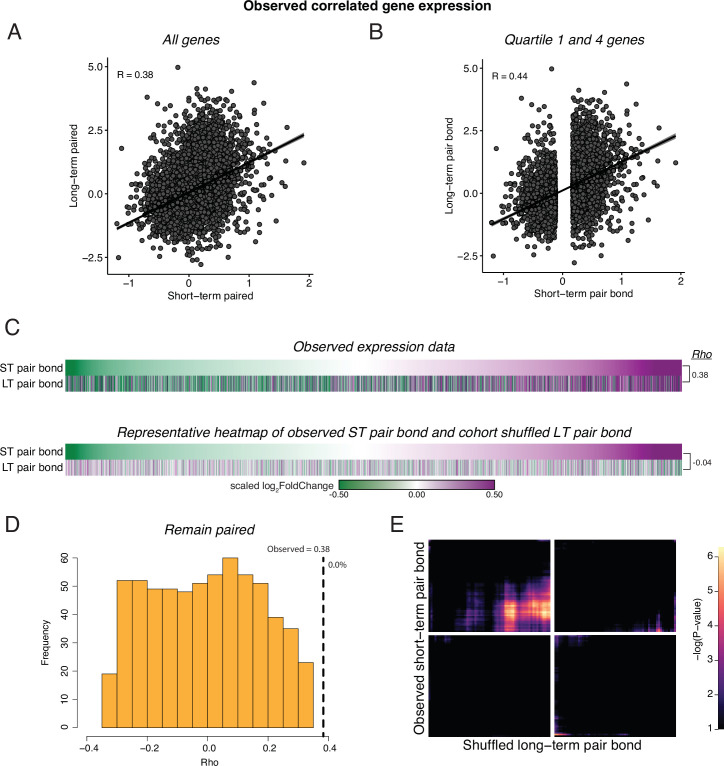
Cohort shuffled controls for remain paired cohorts. (**A**) Spearman’s Ranked Correlation of gene expression (log_2_FoldChange) at the short-term pair bond and the long-term pair bond. Black line is the regression line with shading indicating a 95% confidence interval. (**B**) To ensure that our correlations are not driven by genes with consistent but low differential expression values, we only retained the first and fourth quartile of genes in the short-term pair bond and found a stronger Spearman’s Ranked Correlation between pair bond time points. (**C**) To test if the correlation in gene expression between remain paired timepoints was likely to be due to chance, we shuffled the Cohort identity for each animal and performed differential expression analysis. Heatmaps show every gene from short-term and long-term pairing ordered from the smallest to largest log_2_FoldChange after short-term pairing in the observed comparison (top) and a representative Cohort shuffle (bottom). Scale represents the scaled log_2_FoldChange. (**D**) Histogram of Rho values for 1000 iterations of (C, shuffled data). Only correlations that did not have a –log_10_(adjusted pvalue) of infinite were retained (n=636). Vertical dashed line indicates the observed Rho value with the percent of shuffled iteration in which Rho was greater than the observed value to the right (0.0%). (**E**) Unscaled RRHO plot of the representative Cohort shuffle used in (**C**) indicates elimination of the concordant signal seen with the observed data.

**Figure 2—figure supplement 2.**
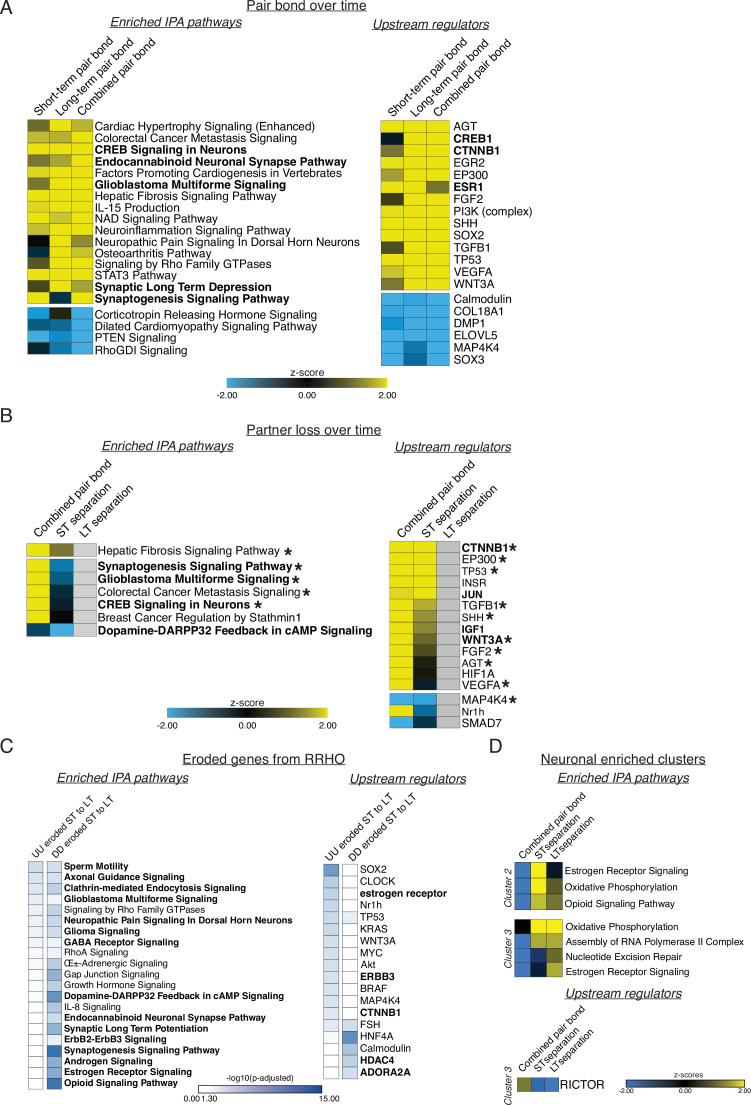
Ingenuity Pathway Analysis (IPA) corresponding to GO term analyses. Figure is also supplemental data for Figure 3. IPA analyses indicating enriched pathways and upstream regulators for applicable comparisons. Representative pathways and regulators were chosen based on significance, activation pattern, and relationship to GO terms. Full lists can be found in Supplementary file 3. Yellow to blue scales indicate the z-scores of enrichment where yellow is activated and blue is repressed. White to blue scale represents the –log_10_(p-adjusted) where any non-significant terms are white. (**A**) IPA analysis for the remain-paired cohorts in Figure 2. The strong similarity of the activation/repression of pathways and regulators from short-term to long-term pairing are well represented by the combined pair bond transcriptional signature. Pathways or regulators of interest are bolded. (**B**) IPA analysis of the combined pair bond, short-term separation, and long-term separation in Figure 3. Grey boxes indicate that the term is not found in the results for that time point. Terms and regulators of interest are bolded while asterisks denote terms or regulators found in A. (**C**) IPA analysis of the eroded ST to LT genes for the UU and DD quadrants of Figure 3. Results are denoted as adjusted p-values instead of z-scores because there is no log_2_FoldChange value associated with the RRHO heatmaps. Pathways or regulators of interest are bolded. (**D**) IPA analysis of the neuronal enriched clusters of interest from Figure 4. Cluster #1 contained few genes and no significant pathways or regulators. Cluster #2 did not have any significant regulators.

We used DESeq2 to identify transcripts up- or down-regulated in opposite- relative to same-sex paired males after short-term and long-term pairing (Figure 3—figure supplement 2A, B; Love et al., 2014). When ordering transcripts based on their log_2_FoldChange at the short-term timepoint, the global transcriptional differences for opposite- versus same-sex pairs were strikingly similar following either 2 or 6 weeks of pairing, suggesting stable pair bond associated transcription across these timepoints (Figure 2D; Spearman’s Rho = 0.38, p=2.2 × 10^–16^). We further determined that the observed correlation across timepoints is stronger than what would be expected by chance. We shuffled each animal’s cohort identity at the long-term timepoint and calculated Rho values of the log_2_FoldChange of differential gene expression between the observed short-term pair bond and the shuffled long-term pair bond over 1000 iterations (Figure 2—figure supplement 1A–D). The cohort identity is a combination of three variables: pairing type (opposite-sex or same-sex), separation condition (remain paired or separated), and timepoint (short- or long-term). For example, long-term separated opposite-sex animals is one cohort identity of 8 total. This approach effectively randomized timepoint, partner type, and pairing status without disrupting underlying structure that exists within our transcriptional dataset due to correlations in expression across genes. Our observed Rho value was greater than 100% of iterations, indicating that the similarity in gene expression across short and long-term pairing timepoints is greater than would be expected by chance (Figure 2—figure supplement 1D). Next, we asked whether our observed association across timepoints was driven by moderately but consistently expressed genes. Eliminating transcripts whose expression difference fell within the middle two quartiles in the short-term group resulted in a greater Rho value (*R*=0.44, p<2.2 × 10^–16^), indicating that the correlation across short- and long-term timepoints is more strongly driven by transcripts with larger expression differences between opposite- and same-sex pairs. To further interrogate the biological function of altered transcripts, we set nominal thresholds of log_2_FoldChange >0.30 or<–0.30, which are sufficient to identify replicable differences detectable via alternate methods (Walker et al., 2018), along with a p-value threshold of p<0.05 to identify up- and down-regulated gene lists (DEGs). This nominal p-value threshold was used with the aim of identifying gene families regulating molecular pathways responsive to bonding instead of specific gene candidates. Prior studies in animal brain tissue using this p-value have yielded biologically meaningful insights (Walker et al., 2018; Mukamel, 2022; Kronman et al., 2021; Walker et al., 2022; Labonté et al., 2017; Krishnan et al., 2007; Peña et al., 2017; Seney et al., 2018; DEGs based on these thresholds are listed in Supplementary file 2). There was significant overlap in the upregulated (104 shared, Fisher’s Exact Test: χ^2^=30.24, p=5.36 X 10^–31^) and downregulated (46 shared, Fisher’s Exact Test: χ^2^=13.32, p=7.05 X 10^–14^) transcripts across timepoints (Figure 3—figure supplement 2E; Wang et al., 2015).

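At these thresholds, 496 genes were upregulated and 292 downregulated in the short-term pair bond, and 2636 and 2309 in the long-term pair bond. Without the threshold on log2FoldChange, the unadjusted p-value was under 0.05 for 888 genes at the short-term and 5061 genes at the long-term timepoint, where 607 would be if no gene differed and genes were independent. After Benjamini-Hochberg adjustment no gene of the short-term contrast had a p-value under 0.05, and the smallest adjusted p-value was 0.383. In the long-term contrast 3526 genes did. With age at pairing in 3 categories and one male moved, chosen after the data had been seen, 70 genes of the long-term contrast did with edgeR and 237 with DESeq2. With that male in its listed category, 590 did with edgeR. A total of 368 genes were upregulated at both timepoints, where 107.8 would be shared by chance (exact one-sided hypergeometric test, p=2.71e-144, adjusted p=4.33e-143 over 16 overlaps). A total of 177 were downregulated at both, where 55.6 would be shared by chance (exact p=8.23e-57, adjusted p=6.58e-56). Only 4 genes were upregulated at the short-term and downregulated at the long-term timepoint, and 2 the other way. The hypergeometric test treats genes as independent and does not allow for error that the 2 contrasts share through the same covariates. Without covariates the shared genes fell to 137 upregulated and 58 downregulated. The smallest p-value of the long-term contrast belonged to Kctd4, on chromosome 17 of MicOch1.0 from 21423881 to 21425499. Its log2FoldChange was -1.35 (standard error 0.15, adjusted p=1.03e-05 from edgeR's quasi-likelihood test). Myh14 followed with 2.04 (standard error 0.23, adjusted p=1.03e-05 from the same test). In the short-term contrast, Kctd4 had a log2FoldChange of -0.47 and Myh14 of 0.70, each with an adjusted p-value of 0.595.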

To further examine similarity in transcriptional patterns between short-term and long-term pair bonds we employed Rank-Rank Hypergeometric Overlap (RRHO; Figure 2E; Plaisier et al., 2010; Cahill et al., 2018). This threshold free approach allows us to determine if similar global transcription patterns are observed between two comparisons. The resulting RRHO heatmap is arranged into quadrants based on the direction of gene expression and each point represents the significance derived from the number of overlapping genes via the hypergeometric distribution (Figure 2E). We determined how similar global transcription is between short-term and long-term pair bonds by comparing differential gene expression in the opposite- vs same-sex 2-week paired to opposite-sex vs same-sex 6-week paired groups. We observed extensive concordance of transcriptional patterns between 2- and 6-week paired voles, further supporting that the transcriptional profile of pair bonds is stable (Figure 2F). 

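RRHO was computed on the 12134 genes ranked by signed -log10 p-value, in steps of 100 genes. The highest -log10 p-value was 354.5 in the UU quadrant, at an overlap of 2721 genes, and 310.5 in the DD quadrant, at an overlap of 3698 genes. In the discordant quadrants it was 5.25e-13 (UD) and 8.95e-05 (DU). The jackknife standard errors of the 2 peaks over the 48 animals were 333.5 and 350.1, close to the peaks themselves. Residuals of a model without pairing type were then exchanged between animals and the fit repeated by least squares. The least-squares peaks of the real data were 357.1 in UU and 337.2 in DD. Of 100 sets, the real data included, 33 gave a UU peak and 32 a DD peak as high. Without covariates 5 and 5 sets reached the peaks of that fit. With AgeAtPairing as the only covariate the peaks rose to 741.8 and 691.8, and with ParentCode as the only covariate they fell to 143.8 and 101.2. From this concordance and the shared DEGs, among other evidence, the paper reasons that the transcriptional profile of pair bonds is stable while the bond is intact, and it pools the timepoints on that ground.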

Confirming that our observed RRHO signal was unlikely to be attributable to chance, we randomly shuffled cohort identity (Figure 3—figure supplement 4E) and, separately, shuffled the gene ranking of the combined pair bond genes (Figure 3—figure supplement 4G), both of which ablated the RRHO signal. Since the pair bond transcriptional profiles are concordant at both time points, the 2-week and 6-week animals from each pairing type were pooled to create a single, well-powered opposite-sex- vs same-sex-paired comparison that defines the combined pair bond transcriptional signature (Figure 2G).

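In this fit the cohort term joined the short-term and the long-term remain-paired males of each pairing type and kept the separated cohorts apart. The combined contrast of 15 opposite-sex and 11 same-sex males held 1863 upregulated and 1166 downregulated genes. Benjamini-Hochberg adjustment left 1810 of the 12134 genes with a p-value under 0.05. With age at pairing in 3 categories and one male moved, chosen after the data had been seen, it left 8 with edgeR and 223 with DESeq2. With that male in its listed category, edgeR left 287. Cobll1, on chromosome 4 of MicOch1.0 from 75886923 to 76029114, had a log2FoldChange of 1.26 (standard error 0.18, adjusted p=0.000239 from edgeR's quasi-likelihood test). Msx1 had one of 2.54 (standard error 0.36, adjusted p=0.000239). Among downregulated genes, Kctd1 had a log2FoldChange of -0.66 (standard error 0.11, adjusted p=0.00123) and Cdk17 of -0.74 (standard error 0.12, adjusted p=0.00134). When the opposite-sex minus same-sex difference was compared between the timepoints, 1580 genes had an adjusted p-value under 0.05.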

To determine which biological pathways might underlie pair bonding we employed Gene Ontology (GO) and Ingenuity Pathway Analysis (IPA) (Yu et al., 2012). Gene lists for GO terms or IPA were generated either from DEG lists or from genes in concordant (UU or DD) RRHO quadrants. GO terms that passed a false discovery rate of p<0.05 were retained while IPA terms that had activation scores of at least –2 or 2 and whose enrichment for genes predicted to be regulated was significant (p-value <0.05) were kept (Supplementary file 3). Combined pair bond GO terms associated with the upregulated DEGs and the quadrant UU genes strongly implicate changes in glial cells and extracellular matrix organization (Figure 2H), which is mirrored by activation of glioblastoma signaling via IPA (Figure 2—figure supplement 2A). 

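Marker lists of 15 genes per cell type, fixed before the counts were read, were compared with these gene lists. The files name 13 of the oligodendrocyte, 14 of the astrocyte and 13 of the striatal neuron markers, and all of these passed the count filter. Of the microglia markers 9 did. Of the oligodendrocyte markers 12 were upregulated in the combined pair bond and none downregulated, with a median log2FoldChange of 1.01. Of the astrocyte markers 13 were upregulated and none downregulated, with a median of 0.79. Of the striatal neuron markers 7 were downregulated and 1 upregulated, with a median of -0.72, and no microglia marker was called. With p-values adjusted over all genes, 12 oligodendrocyte and 12 astrocyte markers stayed under 0.05, and adjusted over the 49 markers alone, 12 and 13 did. With age in 3 categories and one male moved, edgeR left 8 of all genes under 0.05, so most of these markers did not stay. DESeq2 left 223 genes, and the markers among them were not counted. A marker score was then computed for each animal as the mean log2 normalized count of the markers, each centred on its mean over animals. At the long-term timepoint the astrocyte score was 0.44 ± 0.28 (SD, n = 9) in opposite-sex and -0.68 ± 0.28 (SD, n = 5) in same-sex males. The exact two-sided permutation test gave p=0.0005, the smallest p-value that these group sizes allow, and adjusted p=0.00999 over 20 comparisons. The oligodendrocyte score was 0.36 ± 0.40 (SD, n = 9) and -0.40 ± 0.85 (SD, n = 5), with an exact permutation p=0.0260 and adjusted p=0.260. Among the same-sex males, male 2973 scored -1.82 and the others -0.51 to 0.31, so much of this difference rests on one male. At the short-term timepoint the 2 pairing types differed by 0.32 in the astrocyte score (exact permutation p=0.143, adjusted p=0.736) and by 0.09 in the oligodendrocyte score (exact permutation p=0.712, adjusted p=0.858), with 6 males in each group. After regression on ParentCode and AgeAtPairing, the long-term difference in the astrocyte score was 0.56 (exact permutation p=0.0105, adjusted p=0.210). That regression held no cohort term. The ages of the 2 long-term paired cohorts do not overlap, so it may also have removed part of a difference between them. In the striatal neuron score the pairing types differed by -0.30 at the long-term timepoint (exact permutation p=0.309, adjusted p=0.858). At the short-term timepoint they differed by -0.11 (exact permutation p=0.613, adjusted p=0.858). Neither difference exceeds the spread between animals. Male 2973 of the long-term same-sex males scored 1.21, and the others -0.78 to 0.25. No score could be compared within processing groups at the long-term timepoint. The opposite-sex males of this timepoint had undergone vTRAP surgery and the same-sex males had not. In the males separated for 4 weeks, all of them operated, the astrocyte score was 0.26 ± 0.27 (SD, n = 6) in opposite-sex and 0.30 ± 0.21 (SD, n = 5) in same-sex males (exact permutation p=0.786, adjusted p=0.873).

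**Figure D1:**
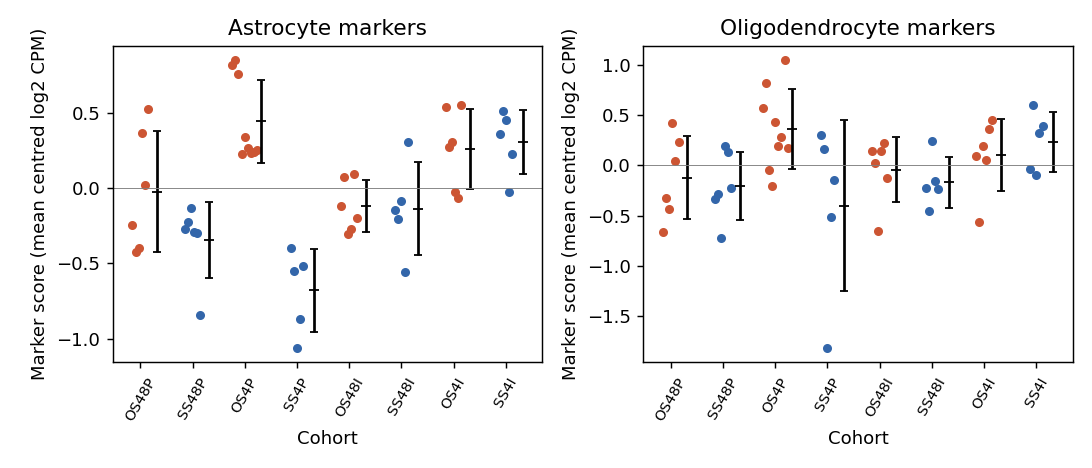
Astrocyte and oligodendrocyte marker scores (vertical axes, mean centred log2 normalized count) of each animal by cohort, with the mean and SD of each cohort; OS stands for opposite-sex and SS for same-sex, 48 for 48 hours and 4 for 4 weeks, P for remain-paired and I for separated. The 9 opposite-sex and 5 same-sex males that remained paired for 4 weeks lie furthest apart in the astrocyte score, at means of 0.44 and -0.68.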

IPA additionally identified upregulation of Synaptogenesis, CREB signaling, and Endocannabinoid Neuronal Synapse pathways. All these pathways are consistent with pair bonding as a form of complex learning that is mediated by neuromodulatory signaling (Walum and Young, 2018; Loth and Donaldson, 2021; Modi and Young, 2011; Johnson and Young, 2017). Predicted upstream regulators of these pathways broadly support a role for learning and neuromodulation, including Creb1, Estrogen receptor alpha (Esr1), and various growth-factor and developmental genes (Figure 2—figure supplement 2A). Combined pair bond GO terms associated with the downregulated DEGs and the quadrant DD genes are implicated in nucleoside synthesis and synaptic plasticity (Figure 2H). IPA indicates a suppression of corticotropin releasing hormone signaling, potentially reflecting the strong social buffering of stressors that occurs in pair bonded voles specifically (Bosch et al., 2016; Smith et al., 2013; Bosch et al., 2009; Smith and Wang, 2014; Burkett et al., 2016; Figure 2—figure supplement 2A). Finally, the strong correspondence in the significance of GO terms between the combined pair bond DEGs and the RRHO quadrants further validates that pooling the time points to represent a single pair bond transcriptional signature retains biologically relevant information (Figure 2H).

### The pair bond transcriptional signature erodes following prolonged partner separation

We next tested the hypothesis that the pair bond transcriptional signature erodes following long-term partner separation. We paired opposite-sex and same-sex pairs for 2 weeks prior to a baseline partner preference test and then immediately separated males into new cages where they were singly housed for either 48 hours (short-term) or 4 weeks (long-term) prior to harvesting NAc tissue for RNAseq (Figure 3A). As before, we only included animals with a baseline partner preference >50% (Figure 3B; OS n=12; SS n=11. Excluded OS n=4; SS n=5). We determined the effect of separation on the pair bond gene signature by first defining differential gene expression of opposite- vs same-sex animals after short- and long-term separation and then used RRHO to examine genome-wide expression changes relative to the combined pair bond signature (Figure 3C).

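The input libraries of 6 opposite-sex and 5 same-sex males separated for 48 hours, and of 6 and 5 males separated for 4 weeks, entered the model described for the paired males. A further library comes from a same-sex male separated for 48 hours that Supplementary file 1 lists as excluded, and it was left out. Total counts ranged from 10403421 to 13459249 (median 11077397) in opposite-sex and from 9979825 to 11675577 (median 11057596) in same-sex males after 48 hours. After 4 weeks they ranged from 9942869 to 14583705 (median 12071434) in opposite-sex and from 10645150 to 14411045 (median 12652298) in same-sex males. At pairing, the opposite-sex males separated for 48 hours were 98 to 114 days old and their same-sex counterparts 74 to 163 days. The males separated for 4 weeks were 110 to 125 days old. The 4-week separated males had received the vTRAP vectors in both pairing types. Those separated for 48 hours were processed in the same 4 groups as the males that remained paired for 48 hours.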

**Figure 3.**
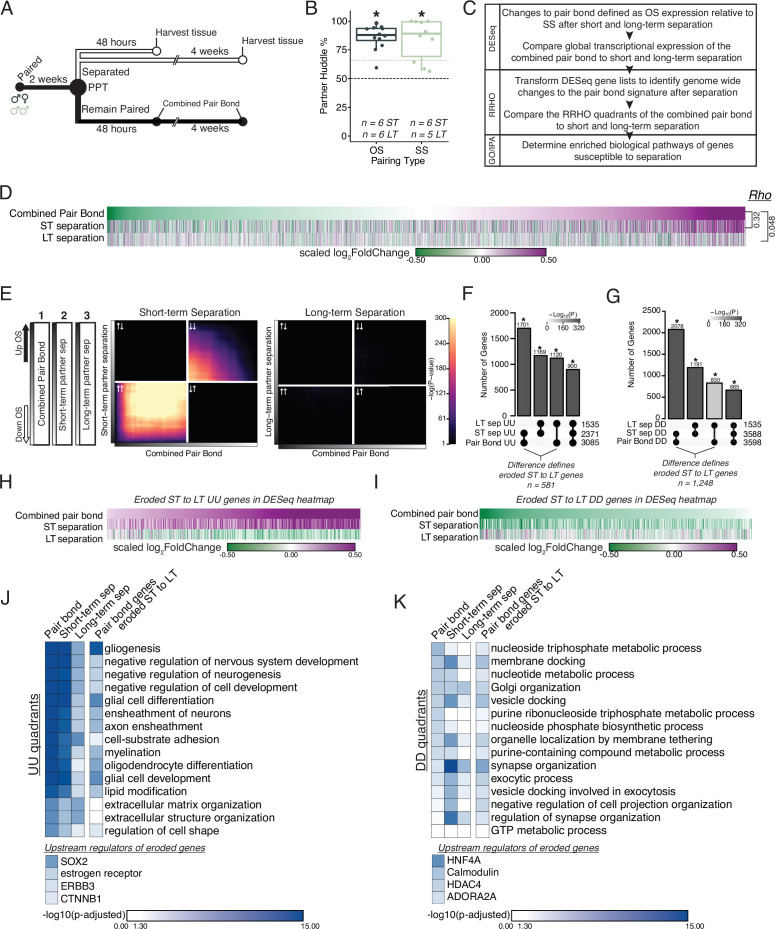
Prolonged separation erodes pair bond transcriptional signatures. (**A**) Opposite-sex and same-sex pairs were paired for 2 weeks prior to a baseline partner preference test. Pairs were then separated for either 48 hours (short-term) or 4 weeks (long-term) prior to collecting fresh nucleus accumbens tissue for RNAseq. Animals in the Remain Paired group are analyzed in Figure 2 to define the Combined Pair Bond transcriptional signature. (**B**) Baseline partner preference scores of males included in RNA sequencing for the opposite- and same-sex separation groups (one-tailed t-test relative to 50%: opposite-sex T_11_=11.56, p=1.71 X 10^–7^; same-sex T_9_=6.07, p=1.87 X 10^–4^). Black dotted line indicates a 50% partner preference score and the grey dotted line indicates 66%. There were no differences in partner preference score between opposite-sex and same-sex separated animals used for RNAseq (two-tailed t-test: T_14.33_ = 0.33, p=0.75). (**C**) Transcriptional analysis workflow similar to Figure 2. (**D**) Heatmap of the scaled log_2_FoldChange for every gene where short- and long-term separation is compared to the combined pair bond gene signature. (**E**) RRHO using the combined pair bond, short-term separated, and long-term separated ranked transcript lists show that short-term separated animals retain a gene expression pattern concordant with pair bond transcription while there is a dramatic erosion of pair bond gene expression following long-term separation. (**F, G**) Upset plot showing overlap of genes in the UU or DD quadrants of *2F* and *3E* RRHO was determined using a Fisher’s Exact test. The difference between the intersections of the pair-bond:short-term sep. and pair-bond:long-term sep. was used to define the eroded gene lists. (**H, I**) The RRHO gene lists of eroded pair bond genes were used to filter the DESeq heatmap in *2D*. Eroded genes from the UU quadrants show upregulation during pair bonding and short-term separation but downregulation after long-term separation (**H**) while the eroded genes from the DD quadrants show the opposite pattern (**I**). (**J, K**) GO and IPA analysis of RRHO quadrant gene lists and pair bond eroded gene lists. Scale represents the –log_10_(p-adjusted) where any non-significant terms are white. (**J**) Glial associated GO terms of the UU quadrants are less significantly represented after separation and are highly significantly represented among the eroded genes. Significant upstream regulators of the eroded genes include Sox2, estrogen receptor, Erbb3, and Ctnnb1. (**K**) Vesicle docking and synapse organization associated GO terms of the DD quadrants are less significantly represented after separation and are more significantly represented among the pair bond eroded genes. Significant upstream regulators of the eroded genes include Hnf4a, Calmodulin, Hdac4, and Adora2a.

**Figure 3—figure supplement 1.**
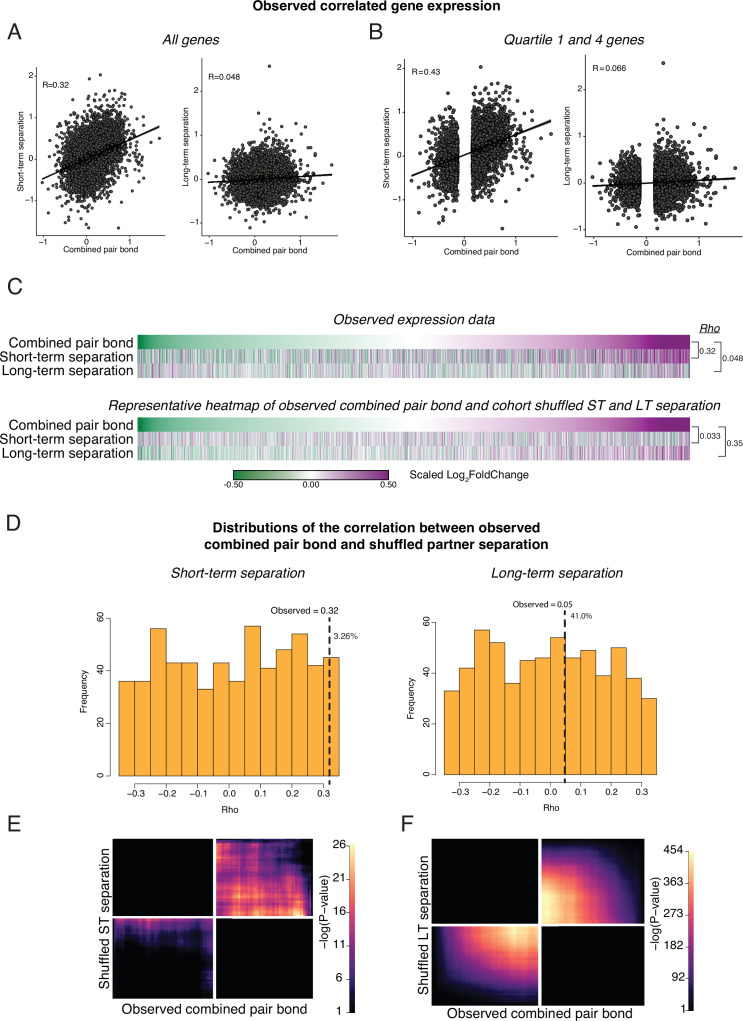
Cohort shuffled controls for the combined pair bond and separation time points. (**A**) Spearman’s Ranked Correlation of gene expression (log_2_FoldChange) for the combined pair bond vs short-term separation (left) or the combined pair bond vs long-term separation (right). Black line is the regression line with shading indicating a 95% confidence interval. (**B**) To ensure that our correlations are not driven by consistent but low differential expression values we only retained the first and fourth quartile of genes in the combined pair bond. We then performed a Spearman’s Ranked Correlation between the combined pair bond and each separation time point and found a greater Rho value for each time point. (**C**) To test if the correlation in gene expression between timepoints could occur by chance, we shuffled the Cohort identity for each animal and performed differential expression analysis. Heatmaps show every gene from the combined pair bond and separation time points ordered from the smallest to largest log_2_FoldChange in the combined pair bond for the observed comparison (top) and a representative Cohort shuffle (bottom) with Rho values for each. Scale represents the scaled log_2_FoldChange. (**D**) Histogram of Rho values for a 1000 shuffles of the Cohort identity as in C, shuffled. Rho values for the correlation between the combined pair bond vs short-term separation (left) or the combined pair bond vs long-term separation (right) are plotted for each iteration. Only correlations that did not have a –log_10_(adjusted pvalue) of infinite were retained (short-term separation n = 613; long-term separation n = 617). Vertical dashed line indicates the observed Rho value with the percent of shuffled Rho’s that were greater than the observed value to the right (pair bond:short term 3.26%; pair bond:long term 41%). (**E, F**) Unscaled RRHO plot of the representative Cohort shuffle used in (**C**). The combined pair bond vs short-term separation (**E**) indicates a similar concordant pattern as the observed data though to a much lower degree (note scale maximum). The combined pair bond vs long-term separation (**F**) shows a highly significant concordant pattern that does not occur in the observed data.

**Figure 3—figure supplement 2.**
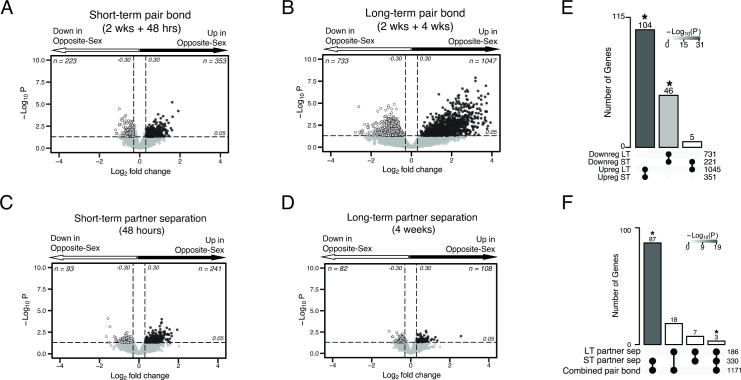
Volcano plots of differential expression with Upset plots for overlap of differential expressed genes. Figure is also supplemental data for Figure 2. (**A–D**) Volcano plots with associated Upset plots of the differentially expressed genes of the short-term pair bond (**A**), long-term pair bond (**B**), short-term partner separation (**C**), and long-term partner separation (**D**). Genes that are upregulated in opposite-sex paired males compared to same-sex paired males are to the right (black dots) and genes that are downregulated are to the left (white dots). Dashed lines indicate thresholds of +/-0.30 log_2_FoldChange (vertical) or 0.05 p-value (horizontal) used to determine differential expression. (**E**) Upset plot showing overlap of up- and downregulated DEGs from each timepoint. Intersections with no overlapping genes, such as downregulated long-term:upregulated short-term, are not displayed on the graph. Asterisks and shading indicate statistically significant intersections (Fisher’s Exact Test: Upreg ST:LT χ^2^=30.24, p=5.36 X 10^–31^; Downreg ST:LT χ^2^=13.32, p=7.05 X 10^–14^). (**F**) Upset plot showing the combined up- and downregulated separation DEGs compared to the combined pair bond DEGs. There are more shared transcripts between the pair bond and short-term separated animals than the pair bond and long-term separated animals. Asterisks and shading indicate statistically significant intersections (Fisher’s exact test: pair-bond:short-term sep χ^2^=31.86, p=6.78 X 10–19; pair-bond:long-term sep χ^2^=17.96, p=0.53).

**Figure 3—figure supplement 3.**
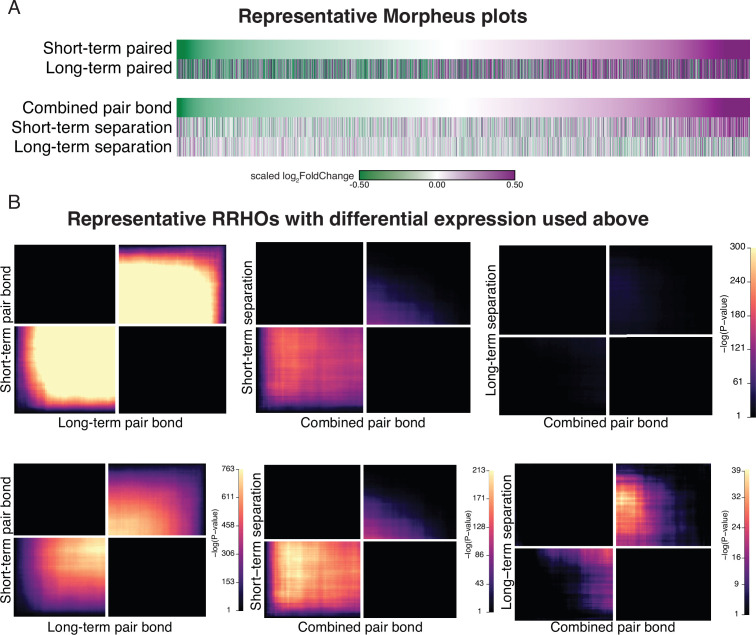
Randomly selected subsampled data shows the same differential expression and RRHO patterns as the full dataset. (**A**) We selected a random subset of the same number of animals for each opposite-sex (n=6) and same-sex paired (n=5) cohort, and performed differential expression analysis between pairing time points (top) and the combined pair bond vs separation time points (bottom). The heatmap shows genes ordered based on log2FoldChange in the short term Pair bond (tope) or combined pair bond (bottom) with color indicated expression difference between opposite and same-sex paired males. Scale represents the scaled log_2_FoldChange. (**B**) RRHO heatmaps of the representative subset used in (**A**) that use the same scale as the observed data (top) or are unscaled to visually optimize significant signal (bottom).

**Figure 3—figure supplement 4.**
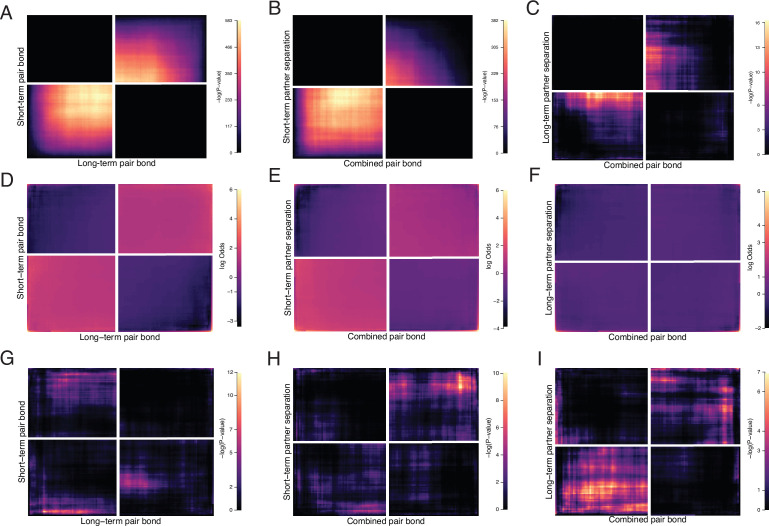
Control analyses for RRHO. Further examination of RRHO results where A, D, G correspond to Figure 2F (short-term vs long-term remain paired). B, E, F correspond to Figure 3E left (pair bond vs short-term separation). C, F, I correspond to Figure 3E right (pair bond vs long-term separation). (**A, B, C**) RRHOs showing -log_10_(p-value) scales optimized for visualization of significant signal. Note the greatly reduced scale (max 16) in *C* compared with other analyses. (**D, E, F**) Log-Odds ratio plots for RRHOs of all analyses scaled to a max value of 6. (**G–I**) Control analyses where the ranked gene lists were randomly shuffled while all other RRHO parameters remain the same.

**Figure 3—figure supplement 5.**
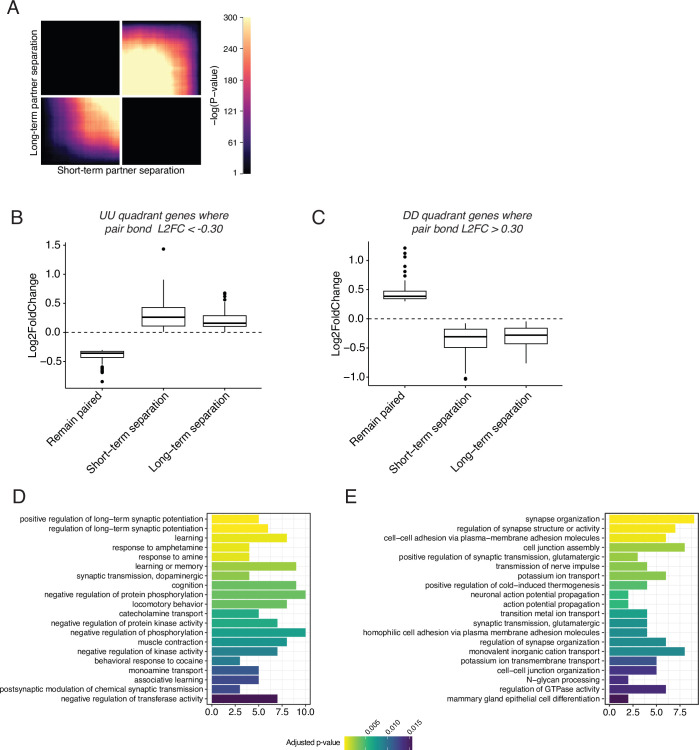
RRHO of short-term vs long-term partner separation reveals a transcriptional signature of partner loss. (**A**) RRHO comparing short-term and long-term partner loss. Heatmap indicates that genes that are downregulated after short-term separation remain downregulated after long-term partner separation. (**B, C**) Gene lists were extracted from the UU and DD quadrants and used to filter the combined pair bond differential expression data of Figure 2. (**B**) The UU quadrant genes that had a L2FC <–0.30 in the combined pair bond were plotted for their expression in males that stayed with their partner or were separated for 48 hours or 4 weeks. (**C**) The DD quadrant genes that had a L2FC >0.30 in the combined pair bond were plotted for their expression in males that stayed with their partner or were separated for 48 hr or 4 weeks. (**D, E**) GO analysis using *Mus musculus* ontology terms for the UU quadrant filtered genes used in *B* (**D**) or the DD quadrant filtered genes used in *C* (**E**).

First, we performed differential expression analysis of opposite- vs same-sex-separated males at each separation time point (Figure 3—figure supplement 2C and D). There were significantly more shared DEGs between the combined pair bond group and short-term separation group than would be expected by chance, but this was not observed when comparing the shared genes between the combined pair bond and long-term separation group (Figure 3—figure supplement 2F Fisher’s exact test: pair bond:short-term sep χ^2^=31.86, p=6.78 X 10^–19^; pair bond:long-term sep χ^2^=17.96, p=0.53). 

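After short-term separation 43 genes were upregulated and 80 downregulated in opposite- relative to same-sex males, and after long-term separation 75 and 66. The unadjusted p-value was under 0.05 for 145 genes after short-term and 158 genes after long-term separation, fewer than the 607 of the 12134 genes that would be if no gene differed and genes were independent. No gene of either contrast had an adjusted p-value under 0.05. A total of 42 DEGs were shared between the combined pair bond and short-term separation, where 30.7 would be by chance (exact one-sided hypergeometric test, p=0.0138, adjusted p=0.0553 over 16 overlaps). Of these 42 genes, 6 were upregulated in both contrasts, 1 was downregulated in both and 30 were upregulated in the pair bond and downregulated after short-term separation. That last overlap exceeded the 12.3 genes that chance would give (exact p=1.04e-06, adjusted p=5.57e-06). The hypergeometric tests of these lists treat genes as independent. They do not allow for error that 2 contrasts share through the same covariates. Random splits of the animals gave as many short-term separation DEGs as the real one in 34 of 40. With age at pairing in 3 categories and one male moved, chosen after the data had been seen, DESeq2 gave 239 upregulated and 91 downregulated genes after short-term separation and edgeR 220 and 76. In these fits 102 and 90 genes were upregulated in both the combined pair bond and short-term separation, where 21.9 and 18.7 would be by chance (exact one-sided hypergeometric test, unadjusted p=4.32e-44 and 6.57e-40). Between the combined pair bond and long-term separation 35 DEGs were shared, where 35.2 would be by chance (exact p=0.548, adjusted p=1.00). Of these, 6 were upregulated in both, none downregulated in both, 17 upregulated then downregulated and 12 downregulated then upregulated. With ParentCode as the only covariate 68 were shared, where 42.0 would be by chance (unadjusted exact p=6.83e-06). Of those, 9 were upregulated and 2 downregulated in both, under the 13.0 and 8.13 of chance. Unadjusted p-values under 0.05 also arose without a count filter, with ParentCode as a number and with AgeAtPairing only, and not in the other alternatives so tested beforehand. With each of 15 same-sex males left out in turn, the number shared with short-term separation ranged from 32 to 88 and that shared with long-term separation from 13 to 131.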

The difference in transcription between short- and long-term separation is particularly evident when comparing the global transcriptomes through the lens of pair bond transcription. Specifically, when genes are ordered based on their degree of down- or up-regulation in the pair bond group we found that gene expression was largely indistinguishable in short-term separated animals (Rho = 0.32, p<2.2 × 10^–16^) and distinct from long-term separated animals (Rho = 0.048, p=1.6 × 10^–7^), indicating that the pair bond signature is largely eroded after prolonged separation (Figure 3D). We further assessed whether these correlations differed from chance via the previously employed permutation analysis. We found that the pair bond:short-term Rho value indicated a stronger association than would be expected by chance (p=0.0362) while the pair bond:long term separation association value was highly likely to occur by chance (p=0.41). Together, these results suggest that extended separation erodes nucleus accumbens pair bond transcription, a potentially crucial molecular process needed to adapt to partner loss.

To more comprehensively assess genome-wide changes to the pair bond signature following extended partner separation we again employed RRHO (Figure 3E). We compared the ranked gene list of opposite- vs same-sex for the (1) combined pair bond gene signature (Figure 3D, top) versus either (2) short-term partner separation (Figure 3D, middle) or (3) long-term partner separation (Figure 3D, bottom). We found that the pair bond signature remains largely concordant after short-term separation as indicated by significant signal among upregulated genes (quadrant UU), and to a lesser extent, downregulated genes (quadrant DD; Figure 3E). However, following long-term separation, the pair bond gene signature is largely undetectable as indicated by a lack of significant signal throughout the RRHO plot. 

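The combined pair bond and short-term separation gave a peak -log10 p-value of 0.377 in the UU quadrant and 0.0784 in the DD quadrant, at overlaps of 4 and 41 genes. In the discordant quadrants the peaks were 121.0 for genes up in the pair bond and down after separation (1719 genes), and 85.9 for the opposite direction (3608 genes). Against long-term separation the peaks were 0.0907 in UU, 0.0367 in DD, 107.0 in UD and 107.9 in DU. By least squares the discordant peaks of the real data were 107.5 (UD) and 83.7 (DU) against short-term separation. Against long-term separation they were 104.5 and 105.4. Of 100 sets of residuals exchanged between animals and fitted by least squares, the real data included, 21 and 27 reached the former. The latter were reached in 25 and 24. A total of 2488 genes were higher in opposite-sex males in both the combined pair bond and short-term separation, and 2285 in both the combined pair bond and long-term separation. The concordant peaks moved with the covariates. Without them the peaks against short-term separation were 58.8 in UU and 44.0 in DD. With age at pairing in 3 categories and the moved male, chosen after the data had been seen, they were 247.2 and 240.4 with edgeR. By least squares under that coding they were 267.8 and 257.0, and 13 and 14 of 100 sets of exchanged residuals reached these. Against long-term separation, 13 alternatives set beforehand left the concordant peaks at 1.21 or less in UU and 0.346 or less in DD. Leaving out one same-sex male separated for 4 weeks raised them to 29.8 and 15.4. DESeq2 with age in 3 categories and the moved male returned the paper's listed pair bond log2FoldChange values to within 0.000383. With age in days, the main fit differed from them by up to 2.57. The quadrants against short-term separation thus depend on the coding of age. The paper's own values in these comparisons differ in the quadrants. From them it concludes that the pair bond signature is retained after short-term separation and is largely undetectable after long-term separation.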

Plotting the long-term RRHO with an unadjusted p-value scale revealed few overlapping genes in the UU and DD quadrants (scale 1–16 Figure 3—figure supplement 4C rather than 1–300 as in Figure 3D). The low level of overlap indicates that there is a residual, albeit greatly reduced, pair bond signature that is still detectable after long-term separation (Figure 3—figure supplement 4C). Additionally, we used the same control analyses as previously employed (Figure 3—figure supplement 4G–I).

We next examined which genes are consistently present in the UU or DD quadrants between pair bonding and each separation timepoint. Specifically, we compared the UU and DD quadrants (inclusive of all transcripts in each quadrant) of the short-term (2 week) vs long-term (6 week) pair bond from Figure 2F, the combined pair bond vs short-term separation in the left side of Figure 3E, and the combined pair bond vs long-term separation on the right side of Figure 3E. The degree of overlap in the UU quadrants was greatest between the combined pair bond vs short-term separation and least between the combined pair bond vs long-term separation, a result consistent with the most extensive erosion of pair bond transcription occurring after long-term separation (Figure 3F: all stats in Supplementary file 1, genes in Supplementary file 2). The same trend was observed for transcripts in the DD quadrants (Figure 3G, all stats in Supplementary file 1, genes in Supplementary file 2). We next identified genes whose differential expression in pair bonded voles eroded as a function of separation time. We reasoned that such genes are involved in biological pathways that likely regulate adapting to partner loss and prime an animal to form a new pair bond. The genes that were no longer present in the pair bond:long-term separation intersection that were present in the pair bond:short-term separation intersection were deemed eroded genes. These eroded transcripts include 581 UU quadrant transcripts and 1,248 DD quadrant transcripts (Figure 3F and G). 

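With the lists taken at the RRHO peaks, 4 genes of the UU quadrant and 41 of the DD quadrant were shared by the pair bond and the short-term comparison and absent from the long-term comparison. The 4 UU genes had a median log2FoldChange of 0.80 in the combined pair bond, 0.50 after short-term and -0.05 after long-term separation, and 3 of them changed direction after long-term separation. The 41 DD genes had medians of -0.64, -0.06 and 0.05, and 26 of them changed direction. The paper describes its lists as inclusive of all transcripts in each quadrant. When the lists held every gene of a quadrant rather than those at the peak, 787 UU and 770 DD genes met the definition. Without covariates 1818 UU and 1355 DD genes did, and with each of 15 same-sex males left out in turn the numbers ranged from 1 to 354 in UU and from 1 to 139 in DD.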

We next filtered the genome-wide expression data of Figure 3F by the eroded gene lists (Figure 3H,I). The eroded UU genes are strongly upregulated in a stable pair bond and show dramatic downregulation following long-term separation (Figure 3H). Thus, the eroded UU genes and their associated biological processes may represent key aspects of adapting to partner loss. There was also a corresponding reduction in DD gene overlap between a stable pair bond and following separation, further supporting that bond-related changes in gene expression erode after long-term separation regardless the initial direction of expression during bonding (Figure 3I).

We next determined how separation-induced transcriptional changes affected pair bond associated biological processes. We used the pair bond associated GO terms from Figure 2H as a reference point to determine if these terms were still significantly associated with the underlying transcriptional profile following partner separation (Figure 3J and K). We predicated two outcomes. First, separation would reduce the significance of the pair bond associated GO terms and second, pair bond genes whose expression eroded would be significantly represented by the original pair bond associated terms. The transcripts in the short-term separation UU quadrant were still significantly associated, though to a lesser degree, with the pair bond associated GO terms. After long-term separation, the underlying transcriptional signature is much less significantly associated with the pair bond GO terms. Further, the eroded transcripts are highly associated with the pair bond associated GO terms, including glial-associated terms. A potential role for glia was also implicated in the IPA identification of pathways for glioblastoma multiforme signaling and glioma signaling (Figure 2—figure supplement 2C). Upstream regulators inducing the erosion of these glial-associated genes include Sox2, estrogen receptor, Erbb3, and Ctnnb1 (Figure 3J, Figure 2—figure supplement 2C). We observe a similar trend in the DD quadrants where the pair bond associated GO terms become less representative of the underlying transcriptional signature following long-term separation but are associated with the eroded genes, although to a lesser degree (Figure 3K). IPA pathways activated in a stable pair bond (endocannabinoid signaling, synaptogenesis, and dopamine signaling) are significantly represented among the eroded DD genes (Figure 2—figure supplement 2C). Upstream regulators for the eroded DD transcripts include Hnf4a, Calmodulin, Hdac4, and Adora2a (Figure 3K, Figure 2—figure supplement 2C).

Finally, to gain more nuanced insight into the temporal trajectory of erosion, we also used RRHO to compare short-term to long-term partner separation (Figure 3—figure supplement 5). In contrast to the pattern of consistently upregulated genes between the pair bond and short-term separation, we observed high concordance of downregulated genes between separation timepoints (Figure 3—figure supplement 5A). 

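Between the 2 separation timepoints the RRHO peak was 27.4 in the DD quadrant at an overlap of 2645 genes and 23.2 in the UU quadrant at an overlap of 2604 genes. The discordant quadrants peaked at 1.74 and 3.93. By least squares the peaks were 25.9 in DD and 24.2 in UU. Of 100 sets of residuals exchanged between animals, the real data included, 26 gave a DD peak and 24 a UU peak as high as these. By least squares without covariates the comparison turned discordant, with peaks of 1.33 in DD and 1.61 in UU against 48.5 in UD and 50.6 in DU. With age at pairing in 3 categories and one male moved, chosen after the data had been seen, the least-squares peaks were 183.1 in DD and 158.4 in UU. A total of 3346 genes were lower in opposite-sex males at both separation timepoints and 3213 higher at both. No DEG was shared in the same direction, where 0.266 upregulated and 0.435 downregulated genes would be by chance.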

We then identified transcripts in the UU and DD quadrants of the separation RRHO that exhibited the largest inversion of expression between pair bond and short-term separation (details in Materials and Methods). We reasoned that such transcripts represented potential gene sets that are rapidly eroded following partner separation and which remain eroded after long-term separation, representing a potential first wave transcriptional response to partner loss. 

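Of the 2604 UU genes of the separation RRHO, 483 had a log2FoldChange below -0.30 in the combined pair bond, and 383 of these were downregulated DEGs. Of the 2645 DD genes, 907 had a log2FoldChange above 0.30 in the combined pair bond, and 721 of these were upregulated DEGs. The median log2FoldChange in the combined pair bond was -0.11 over the UU genes and 0.16 over the DD genes.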

We further asked which biological processes are represented by these consistently inverted genes via GO analysis (Figure 3—figure supplement 5B, C). We found that UU pair bond genes that are downregulated following pair bond separation are associated with dopaminergic processes and DD pair bond genes that are upregulated are associated with neuronal rearrangement processes. Thus, this RRHO analysis enriches our interpretation of transcriptional erosion of pair bond signatures following partner separation by revealing temporally complex shifts in gene expression resulting from partner loss.

### Neuronal-specific interrogation reveals gene clusters associated with pair bond disruption and loss adaptation

Our tissue-level analysis of gene expression strongly implicated a role for glia in bond formation and loss, and we reasoned that relevant neuronal transcriptional changes may have been masked by these prominent glial transcriptional signals. Thus, we specifically examined separation-induced neuronal transcriptional changes by pioneering translating ribosome affinity purification in voles (vTRAP) (Heiman et al., 2014; Heiman et al., 2008). The vTRAP construct, DIO-eGFP-pvRPL10a, is a double-floxed inverse orientation eGFP-tagged ribosomal subunit that uses the prairie vole RPL10a gene sequence (Figure 4A; Figure 4—figure supplement 1A). The vTRAP construct is paired with Cre-recombinase (Cre) for inducible, cell-type specific expression. AAV-mediated delivery of hSyn-Cre, which drives neuron-specific Cre-recombinase expression, and hSyn-DIO-vTRAP vectors results in neuronal expression of GFP-tagged ribosomes. Subsequent immunoprecipitation of the tagged ribosomes provides a means to isolate neuron-specific, actively-translating mRNAs (Heiman et al., 2014; Heiman et al., 2008). vTRAP is Cre-dependent as confirmed by bilateral NAc injections of +/-Cre (Figure 4—figure supplement 1A). We performed vTRAP immunoprecipitation of 3 cohorts: (1) opposite-sex long-term separated, (2) opposite-sex long-term remain paired, and (3) same-sex long-term separated.

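For each of 20 males, 6 opposite-sex separated, 9 opposite-sex remain-paired and 5 same-sex separated for 4 weeks, the authors deposited read counts of the tissue input and of the ribosome pulldown. Total counts of the pulldowns ranged from 9281400 to 12450606 (median 11070574) in opposite-sex separated, from 9466020 to 22957600 (median 10591056) in opposite-sex remain-paired and from 8282283 to 13405075 (median 10753871) in same-sex separated males. Pulldown libraries were made from 10 to 70 ng of RNA with an RNA integrity number of 6.5 to 8.3, and the inputs of the same males from 150 ng. The paper's text does not name the design of this comparison. The 40 libraries were fitted with cohort and fraction as the terms, and the log2FoldChange is pulldown minus input. The fit covered 11789 genes with more than 10 counts in each of the 40 libraries. A second fit added the animal as a block. The opposite-sex minus same-sex contrast of the separated males within a fraction came from a fit with one term for each of the 6 groups of cohort and fraction.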

**Figure 4.**
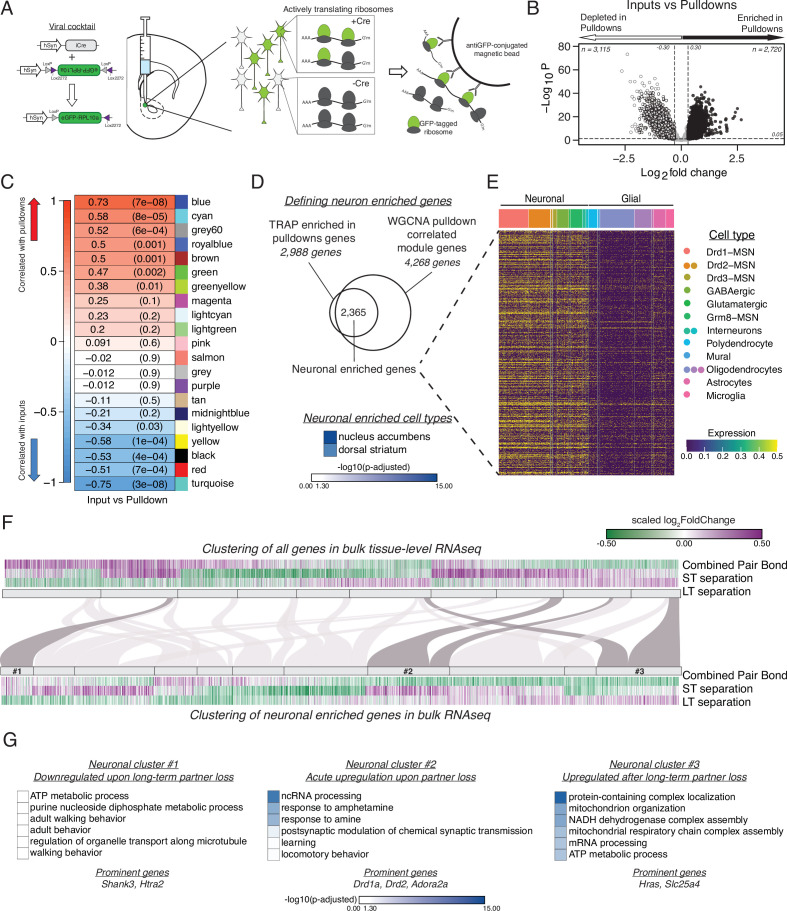
vTRAP elucidates separation-induced transcriptional changes specifically in neurons. (**A**) Schematic of the vTRAP system. AAV-mediated delivery of hSyn-Cre, which drives neuron-specific Cre-recombinase expression, and DIO-vTRAP vectors results in neuronal expression of GFP-tagged ribosomes. Subsequent immunoprecipitation of the tagged ribosomes isolates neuron-specific, actively-translating mRNAs. (**B**) Transcripts enriched in the immunoprecipitation pulldowns compared to the input fractions. Differential expression skews towards depletion. (**C**) WGCNA to identify gene modules correlated with the input (negative correlation) or pulldown (positive correlation) fractions. The grey60 module contains neuronal transcripts of interest such as Drd1a, Fosb, Oprk1, and Pdyn while the blue module contains Drd2. (**D**) Neuronal enriched genes—2,365 genes—were defined as the intersection of the Input v Pulldown enriched DEGs and the WGCNA pulldown-correlated modules (modules grey60, blue, greenyellow, brown, green, royalblue, and cyan). When using Enrichr to search for cell types associated with the neuronal enriched gene list, nucleus accumbens is the most prominent and is highly significant followed by dorsal striatum. Scale represents –log_10_(p-adjusted). (**E**) Heatmap showing expression of identified neuronally enriched genes in a single-nuclei RNAseq dataset from the nucleus accumbens of adult male rats. The scale indicates expression of each gene in the snRNAseq dataset. (**F**) Hierarchical clustering using one minus Pearson correlation with complete linkage of bulk tissue-level sequencing for all genes (top heatmap) and neuronal enriched genes (bottom heatmap) for the combined pair bond, short-term separation, and long-term separation. The scale indicates scaled log_2_FoldChange. The mapping of neuronal clusters to the all genes clusters is visualized via a Sankey plot. Neuronal clusters of interest are highlighted by dark grey links. (**G**) Gene Ontology analysis using mouse terms for each neuronal cluster of interest. Genes of interest that occur in multiple terms are referred to as prominent genes. Scale represents –log_10_(p-adjusted).

**Figure 4—figure supplement 1.**
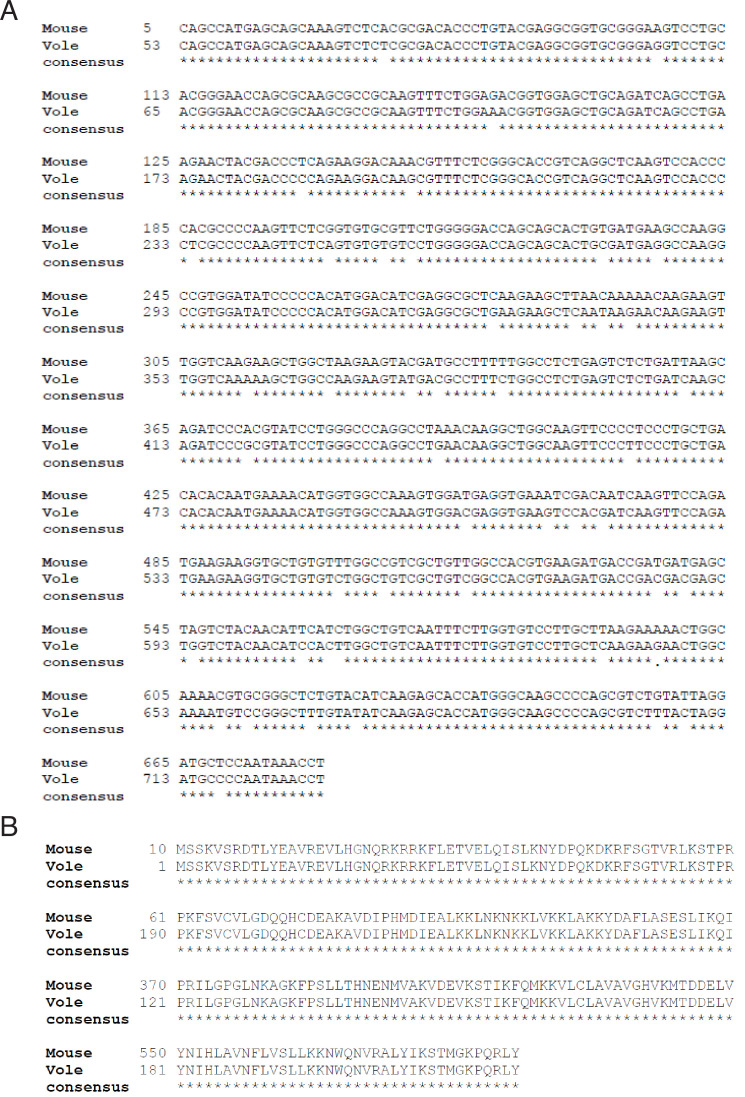
Alignment of mouse (*Mus musculus*) and prairie vole (*Microtus ochrogaster*) ribosomal protein L10a (RPL10a) cDNA sequences and amino acid sequences. (**A**) The mouse RPL10a mRNA sequence (GenBank BC083346.1) was aligned to the prairie vole RPL10a cDNA sequence (XP_005360358.1) using BLASTN 2.8.0+33. Asterisks indicate matching nucleotides. The mouse and vole cDNA sequences are 93% identical, with an expected value of 0.0. (**B**) The mouse RPL10a amino acid sequence was deduced from the mouse RPL10a cDNA sequence (GenBank BC083346.1) and aligned to the prairie vole RPL10a amino acid sequence (XP_005360415.1) using BLASTX 2.8.0+33. Asterisks indicate matching amino acids. The mouse and vole amino acid sequences are 100% identical, with an expected value of 3 X 10^-145^.

**Figure 4—figure supplement 2.**
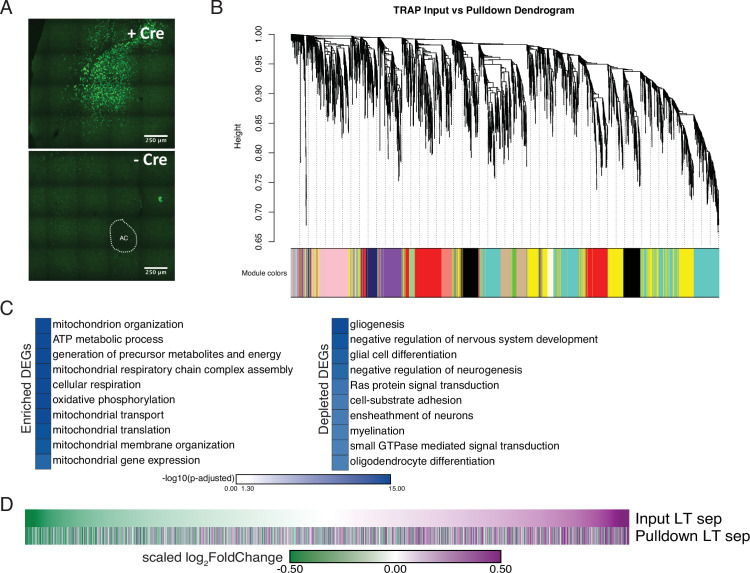
Validation of expression and analyses for vole optimized Translating Ribosome Affinity Purification. (**A**) Vole optimized GFP-RPL10a vector is Cre-dependent as confirmed by bilateral NAc injections +/- Cre. ac = anterior commissure. (**B**) The input and pulldown samples from vTRAP cohorts were used to construct gene co-expression networks using WGCNA. The resulting co-expression networks are clustered in a dendrogram and each gene module is assigned a unique color. (**C**) Gene Ontology analysis using mouse ontology terms indicates that transcripts associated with the mitochondria and cellular respiration are enriched while transcripts associated with gliogenesis and myelination are depleted, supporting neuronal targeting of RPL10-GFP. (**D**) The neuronal enriched genes from Figure 4E were used to filter the input and pulldown samples of the opposite-sex 4-week separated cohort. The high correspondence in the scaled log_2_FoldChange of the Morpheus heatmaps validates that, for neuronal enriched genes, their expression in bulk sequencing is largely representative of their expression in neurons.

We defined a set of neuronally enriched genes by using the intersection of threshold and threshold-free based analyses. We first identified neuronally-enriched transcripts by comparing the transcriptional profiles of the input fraction (equivalent to bulk RNA-seq) and pulldown fraction of the animals from the TRAP groups specified above. We predicted that the pulldown fraction would be enriched for neuronal markers and depleted in glial-associated transcripts. 

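The pulldown was compared with the input in the 20 males. At the thresholds used for the DEGs, 2836 genes (24.1% of those tested) were enriched in the pulldown and 2940 depleted. After Benjamini-Hochberg adjustment 2814 and 2883 remained. With the animal as a block, 2676 genes were enriched and 3179 depleted, of which 2654 and 2925 were called in both fits. Input and pulldown of the same animal are paired by the animal number. After removal of the mean of each cohort and fraction, their log2 normalized counts correlated across genes with a mean r of 0.262 within an animal and -0.0428 between animals of a cohort. When input and pulldown were exchanged within randomly chosen animals, 1 of the 100 assignments, the observed one, gave as many enriched genes and 1 as many depleted genes. Among genes with a symbol, a mean count of at least 50 and the same direction in all 20 males, the largest decreases were in Mdm4, at a log2FoldChange of -2.40 (standard error 0.14, adjusted p=5.10e-16 from edgeR's quasi-likelihood test), and Ubn2, at -2.25. The astrocyte glutamate transporter Slc1a2, on chromosome 14 of MicOch1.0 from 8117052 to 8248074, had a log2FoldChange of -2.13 (standard error 0.19, adjusted p=1.25e-11). The largest increases by the same rule were in Sag, at 1.54 (standard error 0.18, adjusted p=2.34e-09), and Prkch, at 1.49. With no filter beyond 1 count, the number of depleted genes moved most, to 4632.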

Differential expression analysis using the previously defined thresholds revealed that most transcripts are depleted in the pulldown fraction as expected (Figure 4B). 

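Marker scores were computed in both fractions of the 20 males. The oligodendrocyte score of the pulldown minus that of the input was -1.04 ± 0.80 on the log2 scale (SD, n = 20 males), and it was negative in 18 of the males (exact two-sided sign-flip permutation test, adjusted p=4.05e-05 over 5 marker lists). The difference was -1.08 ± 0.76 for astrocytes (negative in 19 males, exact adjusted p=1.43e-05) and -1.00 ± 0.80 for microglia (negative in 19 males, exact adjusted p=3.81e-05). The striatal neuron score was higher in the pulldown of all 20 males, by 0.75 ± 0.38 (exact adjusted p=9.54e-06). Of the tested markers, 11 of 12 oligodendrocyte, 12 of 14 astrocyte and all 6 microglia genes were depleted, and 10 of 13 striatal neuron genes were enriched. The endothelial score was higher in the pulldown of 15 males, by 0.82 ± 1.10 (exact adjusted p=0.00401), and 4 of its 5 tested genes were enriched. Of the endothelial list 11 of 15 genes (73.3%) are named in the files, under the 80% required here for a list to be interpreted.

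**Figure D2:**
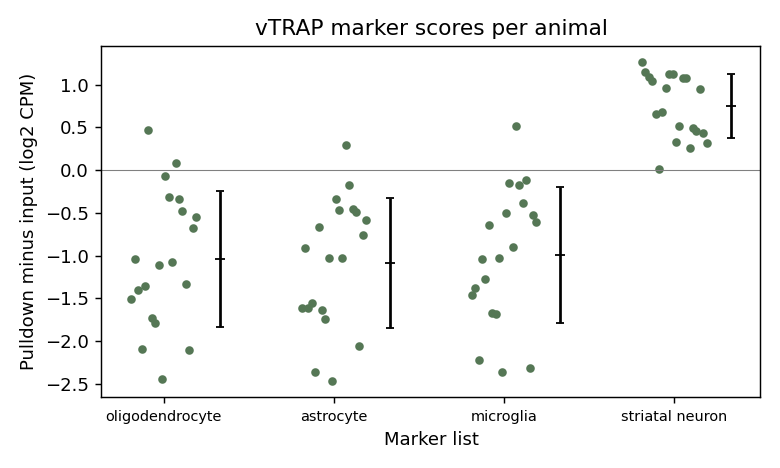
Marker score of the pulldown minus that of the input (vertical axis, log2 scale) for 4 marker lists, with one point per male and the mean and SD of each list. The difference is positive in all 20 males for the striatal neuron list and negative in 18 for the oligodendrocyte list.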

GO terms support that hSyn-vTRAP successfully isolates neuronally-enriched transcripts and filters out genes associated with gliogenesis (Figure 4—figure supplement 2C). Second, we used weighted correlation network analysis (WGCNA) to identify gene modules significantly correlated with the input (negative correlation) or pulldown (positive correlation) fractions (Figure 4C, Figure 4—figure supplement 2B; Langfelder and Horvath, 2008). 

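Network modules were not rebuilt, and the enrichment of 3 neuronal genes in the pulldown was measured directly. Normalized counts are given as counts per total of a library (CPM, as edgeR computes it). Pdyn was at 42.9 ± 17.0 CPM in the input and 113.3 ± 86.6 in the pulldown (SD, n = 20), a log2FoldChange of 1.38 (standard error 0.27, adjusted p=2.91e-05 from edgeR's quasi-likelihood test), and it was higher in the pulldown of 19 males. Fosb was at 26.0 ± 11.3 and 48.0 ± 36.5 CPM, a log2FoldChange of 0.86 (standard error 0.22, adjusted p=0.000869), and was higher in 18 males. Oprk1, on linkage group LG5 of MicOch1.0 from 54051444 to 54074805, was at 10.6 ± 3.49 and 13.5 ± 6.86 CPM. Its log2FoldChange was 0.32 (standard error 0.17, adjusted p=0.0911), with 13 males higher in the pulldown, a difference that does not exceed the spread between animals. Among the males that remained paired, one long-term opposite-sex male lies apart from its cohort in Fosb and one long-term same-sex male in Fosb, Pdyn and Oprk1. The genes of the D1 and D2 dopamine receptors are not paired with a name in the files, and they were not analysed here.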

Of note, two of the most significantly positively correlated modules, blue and grey60, contain multiple neuronal genes of interest such as Drd1a, Drd2, Oprk1, Fosb, and Pdyn, which have previously been implicated in pair bonding and reward learning (Resendez et al., 2016; Resendez et al., 2012; Pitchers et al., 2010). Enrichr analysis for cell type also indicated that our identified neuronal enriched genes are predominantly associated with the nucleus accumbens and dorsal striatum (Figure 4D; Chen et al., 2013; Kuleshov et al., 2016; Xie et al., 2021). Finally, we validated that the gene list at the intersection of the DEGs and the WGCNA modules was predominately expressed in neurons and not glia using a publically available single nuclei NAc gene expression dataset generated from adult male rats (Savell et al., 2020). We filtered the dataset by our neuronal enriched gene list and plotted those gene’s expression in the rat nucleus accumbens, which confirmed that our genes are predominately expressed in neuronal cell types (Figure 4E).

We next queried potential neuronal transcriptional changes in our tissue-level RNAseq data. To ensure that the tissue-level expression is representative of neuron-specific expression we compared the expression patterns of the neuronal enriched genes in the input and pulldown fractions of opposite- vs same-sex long-term separated males (Figure 4—figure supplement 2D). The strong similarity in expression validates that bulk sequencing expression can be used to infer the neuronal expression of those same genes (Figure 4—figure supplement 2D). 

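The opposite-sex minus same-sex contrast of the separated males was computed in each fraction. At the DEG thresholds 37 genes differed between the pairing types in the input and 67 in the pulldown, and no adjusted p-value was under 0.05 in either fraction. From its own comparison of these contrasts between the fractions, the paper concludes that bulk sequencing can be used to infer the neuronal expression of these genes.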

As such, we filtered the tissue-level RNAseq dataset from Figure 3D by the neuronal enriched gene list of Figure 4D to track neuronal gene expression throughout partner loss. We then performed unsupervised clustering of all genes (Figure 4F, top) and neuronal enriched genes (Figure 4F, bottom). We identified three neuronal-enriched gene clusters that had particularly interesting expression patterns. Cluster 1 consists of genes that were upregulated in opposite-sex paired males during pair bonding and short-term separation and downregulated following long-term separation. 

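Clusters were not recomputed. Each of the 2808 pulldown-enriched genes tested in the input libraries was instead assigned to 1 of 8 patterns by the direction of its log2FoldChange in the combined pair bond, short-term and long-term separation. A total of 228 genes (8.12%) were up, up and down, against 11.9% of all genes tested. In 27 of the 228 any of the 3 contrasts was a DEG. The jackknife standard error of the number was 288 over the 48 animals. With the mean of the short-term and long-term contrasts in place of the pooled contrast, the number was 140, and without covariates 349.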

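Shank3 lies on chromosome 15 of MicOch1.0 from 21676408 to 21734528 and had a mean of 1515 counts per input library. Its log2FoldChange was -0.01 (standard error 0.15, adjusted p=0.980 from edgeR's quasi-likelihood test) in the combined pair bond, -0.07 (standard error 0.20, adjusted p=1.00) after short-term and -0.24 (standard error 0.20, adjusted p=1.00) after long-term separation. None of these differs from 0 by more than the spread between animals. In the pulldown Shank3 was at 276.1 ± 146.7 CPM against 121.5 ± 22.9 in the input (SD, n = 20), a log2FoldChange of 1.17 (standard error 0.19, adjusted p=1.48e-06), and it was higher in 17 of the 20 males.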

GO terms associated with these genes include adult walking behavior, a term that contains the autism-associated gene Shank3 (Figure 4G; Gong et al., 2015; Durand et al., 2007). Cluster 2 transcripts are downregulated in pair bonded males and then robustly upregulated after short-term partner loss and, to a lesser extent, at the long-term timepoint, indicating an acute transcriptional response to pair bond disruption. 

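The direction down in the combined pair bond and up after both separations held for 639 of the pulldown-enriched genes, 22.8% against 17.9% of all genes tested, and was the most frequent of the 8 patterns among them. In 200 of these genes at least one contrast was a DEG. The jackknife standard error of the number over the 48 animals was 300.0 genes.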

The GO terms associated with these genes suggest an involvement of dopaminergic systems (Drd1a and Drd2) and learning processes potentially engaged to adapt to loss (Figure 4G). Finally, Cluster 3 contains genes that were downregulated in pair bonded males and became upregulated only after long-term opposite-sex partner separation, representing transcripts that may help prime the vole to form a new bond. 

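A total of 410 pulldown-enriched genes were down in the combined pair bond and after short-term separation and up after long-term separation, 14.6% against 11.4% of all genes tested. In 135 of them at least one contrast was a DEG. With ParentCode as the only covariate the number rose to 686.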

The GO terms associated with this cluster are primarily implicated in cellular metabolism (Figure 4G). IPA revealed that neuronal clusters 2 and 3 were also enriched for estrogen receptor signaling and oxidative phosphorylation pathways with cluster 2 also implicating opioid signaling pathways (Figure 2—figure supplement 2D). Steroid and opioid signaling have been extensively implicated in pair bonding (Resendez et al., 2016; Resendez et al., 2012; Loth and Donaldson, 2021; Inoue et al., 2013; Stetzik et al., 2018; Carter and Perkeybile, 2018; Lei et al., 2010; Cushing et al., 2008).

## Discussion

Our data provide the first comprehensive assessment of social behavior and accumbal transcription in pair bonded male prairie voles before and after partner loss, providing novel insight into the biological processes that may enable loss adaptation. Prairie voles, unlike laboratory mice and rats, form exclusive lifelong pair bonds that are distinct from affiliative same-sex relationships, making them ideal for studying the unique neurobiology of bonding and loss (Getz et al., 1981; Carter et al., 1995; Pohl et al., 2019; Osako et al., 2018; Lee et al., 2019; Goodwin et al., 2019; Lee and Beery, 2021). Additionally, the direct comparison of opposite- versus same-sex paired animals provides an important control for the effects of social context – whether living with another animal or alone (Arzate-Mejía et al., 2020; Wallace et al., 2009). By leveraging this comparison across our experiments, we demonstrated that pair bonding leads to consistent and persistent shifts in NAc transcription, which erode as a function of long-term partner separation. This suggests that substantial changes in accumbal gene expression may contribute to priming the vole to form a new bond but are not sufficient to erase an existing bond as measured by partner preference. In addition, we demonstrate the utility of vTRAP for interrogating neuron-specific responses to bonding and separation that are obscured when analyzing bulk sequencing results. Together, these results expand the utility of monogamous prairie voles for future behavioral and molecular-genetic studies of partner loss and loss adaptation.

### Separation disrupts the continued strengthening of pair bonds but does not diminish baseline partner preference

We observed overall similarity and persistence in social behaviors exhibited by opposite-sex and same-sex paired male prairie voles where both types displayed a partner preference despite prolonged separation. The partner preference test, as employed in our study, may be insufficient to capture the uniquely rewarding aspect of pair bonds compared with other affiliative relationships such as sibling relationships (Goodwin et al., 2019). In part, this may reflect the coarse but commonly employed metric of proximity to the partner used to measure preference, without analyzing the valence or content of specific social interactions. A more nuanced assessment that includes naturalistic behaviors and/or captures the selectively motivating aspects of a pair bond would further elucidate differences in partner-directed behavior as a function of separation (Brusman et al., 2021; Goodwin et al., 2019; Beery et al., 2021; Vahaba et al., 2022).

However, the metrics employed here revealed that opposite-sex animals that remained paired exhibited increased partner huddle duration between baseline and long-term timepoints while the separated animals do not. Thus, while partner separation does not erase an established bond, it does disrupt the observed increase in partner huddle duration of remain paired males.

Prior work demonstrates the dissolution of partner preference in male voles after four weeks of separation (Sun et al., 2014). Yet the apparent contradiction we observed in our experiments may be due to differences in study design. In particular, we paired animals for two weeks before separation while prior studies had much shorter periods of cohabitation pre-separation (Carter et al., 1995; Sun et al., 2014). As demonstrated here and in other studies, pair bonds strengthen and mature over extended cohabitation periods, which may contribute to the observed perseverance of partner preference for weeks after separation (Scribner et al., 2020; Brusman et al., 2021). In addition, our females were tubally ligated in order to prevent pregnancy without disrupting other hormonal signaling. There is no consensus regarding the effects of pregnancy on male pair bonding behaviors (Aragona and Wang, 2004; Brusman et al., 2021; DeVries et al., 1997). However, partner preference in males is not affected by female ovariectomy (Curtis, 2010). Regardless, our results suggest that male voles remember and express selective affiliation despite prolonged isolation, though partner separation impedes the ongoing bond strengthening.

### Pair bonding results in consistent glia-associated transcriptional changes that erode following prolonged separation

Our studies begin to interrogate how dramatic shifts in socio-emotional context alter transcription in a mesolimbic hub—the NAc. We first asked whether bonding-induced gene expression is stable as long as pairs remain cohoused (Resendez et al., 2016; Resendez et al., 2012; Aragona et al., 2006; Aragona et al., 2003). Using three orthogonal analytical methods, we found remarkable consistency in the transcriptional pattern of opposite- vs same-sex pairs co-housed for 2 or 6 weeks. Prior work on social dominance suggests that such stable transcriptional changes are critical to maintain different behavioral states (Cardoso et al., 2015; Zayed and Robinson, 2012; Tripp et al., 2018). However, to our knowledge, this is the first demonstration that a similar conceptual underpinning may maintain mature pair bonds.

Consistently upregulated transcripts in pair bonded males are associated with glia and extracellular matrix organization while downregulated transcripts are associated with nucleoside processes, synaptic plasticity, and vesicle trafficking. Together, these terms implicate processes central to neuronal remodeling and synaptic plasticity. Of note, while our analyses do identify a number of mitochondrial GO terms, these terms are not as strongly implicated in our analyses as in previous reports (Duclot et al., 2020). Despite this, our study confirms a potential role for mitochondrial dynamics in the NAc in male prairie vole pair bonding. This is consistent with a model in which pair bonding and separation induce neuronal plasticity and synapse re-organization, which require large amounts of energy and induce mitochondrial redistribution within neurons (Ülgen et al., 2023).

We next found that pair bond transcriptional signatures erode as a function of separation duration. RRHO analyses demonstrated that there is considerable reduction in concordant pair bond gene expression following long-term but not short-term separation. When we asked which transcripts and associated biological processes erode over this timeframe, we found that they largely corresponded with those evident in the pair bond transcriptional signature. Specifically, transcripts associated with glia, extracellular matrix organization, synapse organization, and vesicle docking are stably expressed in pair bonded males but eroded following long-term separation. The erosion of the pair bond transcriptional signature over time in opposite-sex separated males may be central to adapting to partner loss in order to form a new pair bond if given the opportunity. It remains unclear though, how these changes may reflect or alter the component processes of pair bonding, such as partner memory, reward association, and/or motivation.

Our analyses strongly indicate a role for glia in regulating pair bonding and the response to partner separation. Transcripts associated with gliogenesis, glial cell differentiation, and myelination are upregulated in stable pair bonds, potentially reflecting the importance of glial cells in sculpting and refining neural circuits in response to social experience (Loth and Donaldson, 2021; Kopec et al., 2018; Pohl et al., 2021). Similar GO terms—with the addition of oligodendrocyte differentiation—are associated with eroded pair bond transcripts after long-term partner separation. Hypomyelination and oligodendrocyte dysfunction are seen in mice and rats after chronic social defeat or chronic social isolation and in individuals with depression (Bonnefil et al., 2019; Lehmann et al., 2017; Zhou et al., 2021). This appears reversible as social reintroduction rescued hypomyelination in mice (Liu et al., 2012). One mechanism for social deprivation-mediated hypomyelination and impaired oligodendrocyte maturation is by reduced flux through Erbb3-based signaling pathways (Liu et al., 2012; Makinodan et al., 2012). Of note, Erbb3 is one of 24 genes whose differential expression is conserved in taxonomically diverse monogamous species when compared to closely related non-monogamous relatives (Young et al., 2019). 

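Erbb3 had a mean of 120 counts per input library and lies on a scaffold that is not placed on a chromosome of MicOch1.0. Its log2FoldChange was 1.33 (standard error 0.31, adjusted p=0.00686 from edgeR's quasi-likelihood test) in the combined pair bond. At the short-term timepoint it was 0.88 (standard error 0.41, adjusted p=0.666) and at the long-term timepoint 1.82 (standard error 0.45, adjusted p=0.00438). With age at pairing in 3 categories and one male moved, chosen after the data had been seen, the long-term value was 1.07 with DESeq2 (adjusted p=0.656) and 1.10 with edgeR (adjusted p=0.672). The short-term value fell to 0.45 without covariates and 0.41 with AgeAtPairing as the only covariate. After short-term separation it was 0.43 (standard error 0.39, adjusted p=1.00) and after long-term separation -0.05 (standard error 0.36, adjusted p=1.00), and neither differs from 0 by more than the spread between animals. Erbb3 was at 10.7 ± 4.91 CPM in short-term opposite-sex-paired males (SD, n = 6) and 7.95 ± 3.09 in same-sex-paired males (SD, n = 6). At the long-term timepoint the values were 13.5 ± 5.03 (SD, n = 9) and 4.57 ± 1.40 (SD, n = 5), and one opposite-sex male lies above the others at 26.1. After 48 hours of separation they were 10.1 ± 3.08 (SD, n = 6) and 7.00 ± 2.60 (SD, n = 5), and after 4 weeks 10.8 ± 4.96 (SD, n = 6) and 11.5 ± 4.47 (SD, n = 5). The long-term difference in paired males exceeded that in separated males by a log2FoldChange of 1.87 (standard error 0.55, adjusted p=0.0182 from the same test). The long-term same-sex-paired males, at 4.57 CPM, lie below the other same-sex cohorts, at 7.00 to 11.5. They also differ from the separated males in age at pairing, RNA amount, processing group and surgery. This comparison therefore cannot assign the change to separation.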

We find Erbb3 upregulated during pair bonding through short-term separation but it is no longer upregulated following long-term separation. Further, IPA analysis indicates that Erbb3 is an upstream regulator of the eroded genes. Thus, it is possible that long-term separation is downregulating Erbb3-associated pathways resulting in reduced myelination and disrupting oligodendrocytes specifically in opposite-sex-separated animals. An important future direction is whether bonding with a new partner re-engages these glial processes.

### Neurons have distinct transcriptional responses to bonding and loss

While there is an emerging appreciation for the role of glia in mediating behavior (Thornton and Hughes, 2020; Bacmeister et al., 2022; Auguste et al., 2022; Hughes et al., 2018; Duncan and Emery, 2023; Kim et al., 2023), these effects are largely due to modulation of neuronal activity, and we reasoned that the prominence of glial-related terms may have masked important neuronal transcriptional changes in our dataset. To home in on neuronal transcriptional changes specifically, we developed vole-optimized translating ribosome affinity purification in prairie voles (vTRAP). 

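The 2836 genes enriched in the pulldown by differential expression alone, without the network modules, had a median enrichment of 1.39-fold and a range of 1.23-fold to 9.25-fold over the 20 males.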

We used DESeq, WGCNA, and a publicly available snRNAseq dataset to identify neuronal enriched genes, which show a 1.2–8.8 fold enrichment in neuronal pulldowns compared to the tissue-level sequencing data. We then queried expression changes specifically among these genes as a function of pair bonding and partner separation. With this enhanced sensitivity, we were able to identify three neuronal gene expression patterns that are differentially sensitive to partner loss. Notably, dopamine associated genes in cluster #2 are robustly upregulated in neurons after short-term partner loss, possibly reflecting a withdrawal-like state (Potretzke and Ryabinin, 2019; Young et al., 2008; Lieberwirth and Wang, 2016). This finding also underscores the discovery value of vTRAP because GO terms such as ‘response to amphetamine’, which indicates changes to dopaminergic genes, was a top 10 result, while the tissue level gene cluster predicts this GO term as the 34th result. Genes associated with anxiety and energy production in cluster #3 are upregulated only after long-term partner loss, possibly to facilitate seeking a new partner. Thus, together with our tissue level sequencing implicating the role of glia, vTRAP provides a more nuanced understanding of how specifically the pair bond neuronal transcriptional signature responds to partner separation over time.

### Limitations and future directions

Pair bonding and loss are complex and multifaceted processes, engaging diverse neural circuits in temporal- and context-specific ways. Yet transcriptomics provides a single snapshot of gene expression at one point in time in one context. So while tissue-level transcriptional analysis is an excellent tool to capture an averaged biological state, one limitation of our approach is that it is not ideal for examining more temporally-dynamic processes, such as the rapid information-processing that occurs during social decision making.

A notable aspect of our results is that the substantial erosion of pair bond transcription in the NAc after long-term separation is not matched by a similar reduction in partner-directed affiliative behaviors, despite evidence that changes in gene expression in this brain region help maintain bonds over time (Aragona and Wang, 2004; Aragona et al., 2006; Aragona et al., 2003). This apparent mismatch between behavior and transcription has a few possible biological explanations. First, while our focus on the NAc is well justified, other brain regions are also important for bonding (Lim and Young, 2004; Tripp et al., 2021; Bosch et al., 2009; Gobrogge et al., 2009). Specifically, the ventral tegmental area, medial pre-frontal cortex, and the hippocampus innervate the NAc and have known roles in social behavior. Transcriptional dynamics may differ within these regions, potentially contributing to bond persistence (Okuyama et al., 2016; Smith et al., 2016; Kogan et al., 2000; Amadei et al., 2017). In addition, pair bond transcription may induce other long-term biological changes that erode more slowly. These include long-lasting epigenetic memory as well as proteomic and/or structural changes that may contribute to behavioral persistence (Tuesta and Zhang, 2014; Nestler et al., 2016). Alternatively, transcriptional changes in a key subset of cells, which may be undetectable in tissue-level RNAseq, could drive bond persistence. More refined approaches, such as single-nucleus RNAseq, could greatly enhance our understanding of the cell types regulating complex behavioral persistence. All three of these hypothesized mechanisms for bond persistence represent important future lines of inquiry.

Previous work from our lab has shown that, when given the opportunity, male voles can form a new, stable pair bond that supplants the original bond if first isolated from their previous partner for at least four weeks (Harbert et al., 2020). However, in the current study design, male voles did not have an opportunity to find a new partner or form a new bond. Under such conditions, it may be advantageous to maintain behaviors that would enable the male to resume a bond if reunited with an absent partner. Speculatively, this framework optimizes reproductive opportunities by dually enabling a new bond to form *or* resuming an existing bond. It is likewise tempting to extrapolate this result into the context of human experience. We do not forget our previous bonds or their emotional valence; rather we integrate the loss in order to continue on with life.

Finally, oxytocin signaling in the NAc is required for pair bond formation and maintenance in male prairie voles (Johnson et al., 2016). While nonapeptide systems were not the focus of the current study, an intriguing follow-up question is how much of the pair bond transcription and its maintenance is attributable to nonapeptide dynamics. Recent publication of pair bond formation in *Oxtr* null voles provides a unique opportunity to identify oxytocin-dependent and independent transcriptional changes that support pair bonds (Berendzen and Manoli, 2022).

### Conclusions

In sum, we provide additional insights into the neurogenomic processes that promote and maintain pair bonds and leverage these findings to gain a unique understanding of how the brain adapts to loss. We show that, in the absence of new bonding opportunities, the original pair bond will persist for at least 4 weeks post-partner-separation. However, prior work indicates that there is still an adaptive process occurring within this time frame that primes a vole to form a new bond if available (Harbert et al., 2020). Our work suggests that this adaptation is mediated at least in part by an erosion of bond-related transcription in mesolimbic systems that largely precedes bond dissolution at the behavioral level. Together, this work and future studies will help shed light on the pain associated with loss, as well as how we integrate grief in order to meaningfully reengage with life.

## Materials and methods

### Animals

Sexually naive adult prairie voles (Microtus ochrogaster, N=219: 161 M, 58 F, P60 - P168 at experiment start) were bred in-house in a colony originating from a cross between voles obtained from colonies at Emory University and University of California Davis, both of which were established from wild animals collected in Illinois. Animals were weaned at 21 days and housed in same-sex groups of two to four animals in standard static rodent cages (7.5 x 11.75 x 5 in.) with ad libitum water, rabbit chow (5326–3 by PMI Lab Diet) supplemented with alfalfa cubes, sunflower seeds, cotton nestlets, and igloos for enrichment until initiation of the experiment. All voles were aged between post-natal day 60 and ~180 at the start of the experiment. Throughout the experiment, animals were housed in smaller static rodent cages (11.0 x 8.0 x 6.5 in.) with ad libitum water, rabbit chow (5326–3 by PMI Lab Diet), and cotton nestlets. They were kept at 23–26°C with a 10:14 dark:light cycle to facilitate breeding. All procedures were performed in accordance with standard ethical guidelines (National Institutes of Health Guide for the Care and Use of Laboratory Animals) and approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Colorado Boulder (protocol #2435).

### Tubal ligations

All females in opposite-sex pairs were tubally ligated to avoid confounds of pregnancy, but to keep the ovaries intact as to not impact hormonal function. Females were anaesthetized with a mixture of 2% Isoflurane and O_2_ gas and depth of anesthetize was monitored by toe pinch throughout surgery. Prior to surgery, animals were weighed and given subcutaneous injections of the analgesic Meloxicam SR (4.0 mg/kg, Zoopharm) and saline (1 mL, Nurse Assist). Each fallopian tube was cauterized and bisected through lumbar inscitions on each side of the body using standard sterile practices. Animals were monitored once a day, for three days and staples were removed one week post-surgery. Females were given 2 weeks to recover before pairing with a male.

### Pairing

For the RNAseq portion of the experiment, opposite-sex, non-sibling pairs ranged in age between P98 and P168 (average ~P122) and same-sex, sibling pairs ranged in age between P60 to P163 (average ~P111) at pairing. For the behavioral experiments, all animals ranged in age between P85 and P168 (average ~121) at the time of pairing. For RNAseq and behavior testing, at pairing, pairs were transferred into smaller static rodent cages (11.0 in. x 8.0 in. x 6.5 in.) with ad libitum water and rabbit chow (5326–3 by PMI Lab Diet), a cotton nestlet, and an igloo. Female partners had been previously tubally ligated and were not induced prior to pairing. Partners cohabitated undisturbed, except for weekly cage changing performed by the same member of animal care staff, for 2 weeks prior to the baseline partner preference test (PPT). Same-sex pairings, sibling pairs from the same homecage were moved to smaller static rodent cages in the same way as the opposite-sex pairs. After the baseline PPT, RNAseq and behavior experiment animals that were either returned to their partner (Remain Paired condition) or were separated into individual cages with no opportunity to see or smell their partner (Separated conditions).

### Separation for behavioral tests

Immediately following the baseline PPT, each pair was separated into fresh small static rodent cages (11.0 in. x 8.0 in. x 6.5 in.) with ad libitum water and rabbit chow (5326–3 by PMI Lab Diet), a cotton nestlet, and an igloo.

Separated animals were placed in an adjacent vole vivarium to eliminate visual and olfactory cues of the partner during the separation period. Each animal in the pair remained in their individual cages undisturbed for either 48 hours (short-term separation) or 4 weeks (long-term separation) except for weekly cage changes done by the same animal care staff member. At each separation time point, experimental animals performed a partner preference test (PPT) starting between 9:00 and 10:00 AM each day.

### Partner preference test

PPT was carried out as described by Ahern et al. to assess selective partner affiliation prior to partner separation and were performed between the hours of 9:00 and 10:00 AM each testing day (Ahern et al., 2009). Each 3 hr test was recorded by overhead cameras (Panasonic WVCP304) that film two boxes simultaneously. The test animal is placed in the middle chamber for 10 minutes with the cage dividers still in place. The test begins when the cage dividers are removed and the test animal is allowed free range of all three chambers for the duration of the test. The movement of the test animal was tracked post-hoc using Topscan High-Throughput software (v3.0, Cleversys Inc) and frame by frame behavioral data was analyzed via a custom Python based script (https://github.com/donaldsonlab/separationRNAseq; copy archived at Sadino, 2023) to calculate the time spent huddling with each tethered animal. This data was then used to generate a number of behavior metrics including the partner preference score (Partner Huddle/Partner +Novel Huddle) (https://Figureshare.com/authors/zoe_donaldson_colorado_edu_Donaldson/6883910).

### Statistical analysis for behavioral experiments

All statistical analyses were performed in R (v4.0.4) using the base t.test package, base aov package, and the survival package (v3.2–7). Visualization was done using ggplot2 (v3.3.3), ggpubr (v0.4.0), and Adobe Illustrator (25.2.3). All statistical results can be found in Supplementary file 1. For PPT, we first determined if partner preference significantly changed from 50% at each time point (baseline, ST, or LT) and for each pairing type (OS or SS) by using an unpaired, one-sided Student’s t-test against a null value of 50. We also performed a 2-way repeated measures ANOVA with Tukey’s post-hoc test to determine main effects of, and interactions between, the pairing type and separation duration. Next, we calculated partner preference change scores for all conditions and compared the variance between pairing types using a Levene’s test—the non-parametric equivalent of a F-test of variance. Finally, we determined changes to partner and novel huddling latency using the built in logRank test of the survminer package (v0.4.8).

### Generation of vole optimized hSyn-DIO-eGFP-RPL10a construct for vTRAP

Prior to generating the vTRAP viral construct, the nucleotide and amino acid sequences for RPL10a in mice and prairie voles were compared. To assess nucleotide homology, the mouse RPL10a cDNA sequence was aligned to the vole RPL10a cDNA sequence using BLASTN (v2.8.033) with a percent identity of 93% and an E-value of 0.0 (Figure 4—figure supplement 1A). The mouse RPL10a cDNA sequence was input into BLASTX (v2.8.033), and the resulting protein alignment against the prairie vole RPL10a amino acid sequence was 100% identical with an E-value of 3E^–145^ (Figure 4—figure supplement 1B). Although the amino acid sequences are identical between mice and prairie voles, we generated the vTRAP construct using the prairie vole RPL10a cDNA sequence to account for possible species-specific differences in aminoacyl-tRNA concentrations.

To generate the TRAP construct, the DNA fragment containing the vole RPL10a sequence was inserted into the pAAV-hSyn-DIO-eGFP (Addgene plasmid #50457) backbone. The RPL10a fragment was designed for cloning using the NEBuilder HiFi Assembly method and consisted of a 5’ homology arm sequence, a linker sequence coding for SGRTQISSSSFEF, the vole RPL10a sequence (GenBank XM_005360358.1), and a 3’ homology arm sequence (Figure 4—figure supplement 1). pAAV-hSyn-DIO-eGFP was digested using restriction endonucleases Asc1 (NEB) and BsrG1-HF (NEB), and the linearized plasmid was purified using the Zymogen Gel DNA Recovery Kit. The cloned plasmid, hereafter referred to as pAAV-hSyn-DIO-eGFPpvRPL10a (vTRAP),was generated using the NEBuilder HiFi DNA Assembly Cloning kit and subsequently transfected into 5-alpha F'Iq Competent *E. coli* (NEB). Transfected bacteria were selected for using carbenicillin (100 µg/ml) and harvested using the EZDNA Plasmid Mini Kit (Omega) or HiSpeed Plasmid Maxi Kit (Qiagen). The sequence of vTRAP was verified using Sanger sequencing (QuintaraBio) and restriction digest before being sent for viral packaging in an AAV1 serotype (Stanford Neuroscience Gene Vector and Virus Core).

### Viral injections

For stereotaxic surgery, adult prairie voles were anesthetized using isoflurane (3% induction, 1–2.5% maintenance) and depth of anesthesia was monitored by breathing and toe pinch reflex. After induction, animals were placed on a heating pad and given an analgesic (2 mg/kg Meloxicam SR, subcutaneous, Zoopharm) and sterile saline (1 mL, subcutaneous). Standard sterile surgical procedures were followed to expose and drill through the skull. Nucleus accumbens injection coordinates were adapted from the Allen Mouse Brain Atlas and validated prior to the experiment (AP: –1.7, ML:±1.0, DV: −4.7,–4.6, −4.5,–4.4, –4.3). For each DV coordinate, 100 nL of virus was dispensed at 0.1 nL/s for a total of 500 nL using a Nanoject II (Drummond Scientific). After the last injection, the needle remained in place for 10 minutes to allow for diffusion. The glass needle was then removed and the skin was sutured closed (vicryl sutures, eSutures), coasted with lidocaine and antibacterial ointment, and animals recovered in a cage on a heating pad with continued monitoring. The animal’s health was monitored for 3 days following surgery and they were allowed to recover in their homecage for 2 weeks prior to the experiment start.

### Verification of TRAP expression

Cre-dependent expression of the vole optimized eGFP-RPL10a custom virus was validated in adult male prairie voles (n=3) using a within animal design. The stereotaxic injection coordinates for the NAc were adapted from the Paxinios and Franklin mouse brain atlas (the compact third edition) and were:+1.7 AP,+/-1 ML, –4.7 to –4.4 DV. The left NAc was injected with a viral cocktail of AAV1-DIO-eGFP-RPL10a (2 µL; 5.55E11 vg/mL) and AAV1-hSyn-iCre (2 µL; 3.9E12 vg/mL) while the right NAc only received the AAV1-DIO-eGFP-RPL10a virus (600 nL; 2.22E+12 vg/mL). Following 2 weeks of recovery to allow for robust viral expression the animal was perfused. The animal received a lethal injection of 0.2 mL 1:2 ketamine/xylazine and was perfused with 1 X PBS followed by 4% paraformaldehyde (in 1 X PBS, Electron Microscopy Sciences) and kept in 4% PFA overnight. The brain was then placed in 5 mL of 30% sucrose for 3 days prior to sectioning on a microtome (Leica JungSM2000R, 50 microns/slice). Sections were wet mounted onto Superfrost Plus glass slides (Thermo Fisher Scientific), cover slipped (ProLong Gold; Invitrogen), and allowed to dry overnight prior to imaging. Prepared slides were then sealed with nail polish (Electron Microscopy Sciences) and imaged using a Yokogawa CV1000 Confocal Scanner System (University of Colorado Light Microscopy Core Facility). Stitched images were produced using ImageJ (v1.51).

### Separation for RNAseq experiments

Immediately following the baseline PPT, each pair was moved to fresh small static rodent cages (11.0 in. x 8.0 in. x 6.5 in.) with ad libitum water and rabbit chow (5326–3 by PMI Lab Diet), a cotton nestlet, and an igloo. Remain Paired animals were kept with their partner while Separated animals were separated from their partner and moved to a fresh cage while their partner was immediately sacrificed to remove confounds of visual or olfactory cues. All animals remained in their individual cages undisturbed for either 48 hours (short-term separation) or 4 weeks (long-term separation) except for weekly cage changes done by the experimenter. After the appropriate separation time point, experimental animals were removed directly from their home cage for rapid decapitation and tissue harvesting.

### RNA preparation and sequencing

Tissue lysis and RNA isolation was adapted from Heiman and performed under RNase free conditions (Heiman et al., 2014). On each tissue collection day, 2 animals from each experimental cohort were processed, with the exception of same-sex 4-week paired animals who were all collected on the same day. Animals were removed from home cages, rapid decapped, and both hemispheres of the nucleus accumbens were hand dissected using sterile, RNase free razor blades and pooled. The NAc coordinates for dissections were:+1.7 AP,+/-1 ML, –4.7 to –4.4 DV with the TRAP dissections additionally guided by GFP fluorescence visualized with a fluorescent dissecting scope. During dissection, tissue was kept wet with dissection buffer (HEPES KOH, pH 7.3 20 mM, 1 X HBSS, Glucose 35 mM, NaHCO3 4 mM, CHX 10 uL of 1000 X stock, DEPC-treated water up to 10 mL). Tissue was added to 1 mL of ice-cold lysis buffer (DEPC-treated water, HEPES 20 mM, KCl 150 mM, MgCl2 (10 mM), DTT 5 µL of 1 M stock, CHX 10 µL of 1000 X stock, 1 protease inhibitor, RNasin 400 Units, and Superasin 800 Units), immediately homogenized using a Scilogex homogenizer, and kept on wet ice while the remaining animals for the day were processed. The homogenizer tip was thoroughly cleaned in between animals with DEPC-treated water and 70% ethanol to eliminate cross contamination between samples. Homogenized samples were centrifuged at 4 °C, for 10 min at ~3000 Xg and supernatent was transferred to new, pre-chilled tubes. 10% NP-40 (AG Scientific: #P-1505) and 300 mM DHPC (Avanti Polar Lipids, Inc: 850306 P-200 mg) were added to the supernatent and incubated on ice (4 °C) for 5 min. Samples were then centrifuged at 4 °C for 10 min at ~16,000 Xg and supernatent was transferred to new, pre-chilled tubes. RNA was then extracted and cleaned from the lysate supernatent using the Norgen Total RNA micro kit (cat. #) according to the manufacturer’s instructions. RNA integrity was measured using an Agilent Tapestation prior to library preparation. RINs for all samples were >7.3 (average 8.8).

For TRAP samples, dissections and Input fraction RNA were prepared as above with the addition of GFP-guided dissections using a fluorescent dissecting scope. To perform immunoprecipitation pulldowns, affinity matrices were prepared fresh day-of using 300 µL of 10 mg/mL Streptavidin MyOne T1 Dynabeads (Invitrogen), 150 µL of 1 µg/µL Biotinylated Protein L (Fisher Scientific), and 50 µg each of eGFP antibodies Htz-19C8 and Htz-19F7 (Memorial-Sloan Kettering Monoclonal Antibody Facility) 2 hr prior to adding Input RNA sample. A small sample of Input RNA was saved for next day clean up (~250 µL/sample) and frozen at –80 °C overnight. The remaining Input RNA (~1 mL) was added to the GFP-conjugated beads and rotated overnight (16–18 hr) at 4 °C. The next day, the flowthrough was saved and stored at –80 °C and bound mRNA was released from the beads using a series of high salt buffer washes (4 washes; 20 mM HEPES, 150 mM KCl, 10 mM MgCl2, 10% NP-40, RNase-free water, protease inhibitor tablets, 0.5 mM DTT, 100 µg/µl cycloheximide). The beads were then incubated with the Norgen Total RNA micro kit SKP buffer (300 µL) for 10 min at room temperature. The Pulldown supernatant was then saved and processed as above using the kit manufacturer’s instructions.

Library preparation for sequencing was done using the KAPA mRNA HyperPrep kit with polyA enrichment according to the manufacturer’s instructions for a 100–200 bp insert size and using 1.5 µM TruSeq3-SE adapters. 71 samples were pooled and 3 runs of NextSeq V2 high output 75 cycle (1X75) sequencing produced a total read depth of ~20 M reads/sample. The Illumina sequencing was performed at the BioFrontiers Institute Next-Gen Sequencing Core Facility of University of Colorado Boulder. RNA quantity, RIN, and RNA amount used for library preparation can be found in Supplementary file 1.

### Sequence mapping and counting

For quality control, FastQC (0.11.8) and Trimmomatic-Src (v0.38) were used to analyze read quality and to trim the TruSeq3-SE adapters from all samples (Bolger et al., 2014). Additionally, each sequencing run was correlated to each other to ensure that there was not a significant difference in run composition. Reads were aligned to the prairie vole genome (Microtus_ochrogaster.MicOch1.0.dna.toplevel, released Feb 2017; accession GCA_000317375) using HiSat2 (2.1.0) with default options and individual runs for each animal were merged into a single sample using SAMtools (1.9) (Kim et al., 2015; Danecek et al., 2021). Reads were then counted using HTseq (0.11.2) with default options using the annotated prairie vole genome (Microtus_ochrogaster.MicOch1.0.95.gtf, released Feb 2017; accession GCA_000317375) (Anders et al., 2015). Genes with less than 10 read counts were filtered from downstream analysis and, where necessary, were normalized using transcripts per million (TPM). Where possible, all Ensembl IDs were converted to prairie vole gene IDs using BioMart. If no gene ID was found, the original Ensembl ID was retained. 

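Of the 21152 genes in the files, 15927 are listed by a gene symbol and 5225 by an Ensembl identifier. With more than 10 counts required in every one of the 48 input libraries, 12134 genes were kept. A mean above 10 counts kept 14293 genes, a sum above 10 counts all 21152, and at least 10 counts in as many libraries as the smallest cohort holds kept 15242. The first reading lies nearest to the paper's reported value of 12128 and was used.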

Only genes with greater than 10 counts were included in subsequent analyses (total genes = 21152, genes >10 counts = 12128).

### Data analysis and visualization

All sequencing analysis was performed using R (v4.0.4) (R:The R project for statistical computing, 2022). The packages used and their specific parameters are described in the relevant sections below. Plots were made using base plot, ggplot2 (v3.3.3), EnhancedVolcano (1.8.0), RRHO2 (v1.0), clusterProfiler (v3.18.1), and Adobe Illustrator (25.2.3) (Cahill et al., 2018; Yu et al., 2012; Wickham, 2016; Blighe, 2021).

### DESeq2

Differential gene expression was analyzed with the R package DESeq2 (v1.30.1) following the standard workflow (Love et al., 2014). To determine differential gene expression between cohorts a DESeq dataset of all animals was made with the design ~ParentCode + AgeAtPairing + Cohort to correct for the effect of parentage and age at initial pairing. Other batch effects (processing day, processing order, RIN, etc.) did not have sufficient influence on the model to include. Each result was a pair-wise contrast between the appropriate cohorts with the opposite-sex condition as the experimental and the same-sex condition as the reference. Differential gene expression was defined as >0.30 and<−0.30 log2FoldChange and p-value <0.05. This log2FoldChange threshold was used for two reasons. (1) A threshold of +/-0.20 can be successfully validated by qPCR (Walker et al., 2018) but (2) we chose a slightly higher threshold as it allows for smaller gene lists that appear more biologically relevant by Gene Ontology analysis. Differential gene expression was visualized using EnhancedVolcano. To determine if there was statistically significant overlap between differentially expressed gene lists compared to all genes (n=12,128) we performed a Fisher’s exact test using the SuperExactTest (v1.0.7) package (Wang et al., 2015). Additionally, we used Morpheus (https://software.broadinstitute.org/morpheus) heatmaps to compare the expression profiles of each DESeq comparison using scaled log2FoldChange values. For each heatmap, a reference dataset ordered the remaining datasets such that each column is the same gene and the color represents the scaled log_2_FoldChange in each DESeq comparison. In Figure 2F the short-term pair bond was set as the reference and in Figure 3F, J and L the combined pair bond was set as the reference. Gene ontology and pathway analysis of relevant gene lists were performed using the R package enrichGO with *Mus musculus* ontology terms (Yu et al., 2012). Representative terms with an adjusted p-value of <0.05 were hand selected. Results were visualized using base R plots modified in Illustrator. All DESeq result data frames can be found in Supplementary file 2.

### Rank-rank hypergeometric overlap (RRHO)

RRHO is a threshold free approach used to identify genome-wide expression patterns between two ranked gene lists. RRHO analysis was performed using the RRHO2 (v1.0) package with parameters of stepsize = 100 and boundary = 0.02. First, transcripts from each DESeq comparison are ranked by their p-value and effect size direction:

$$rankValue=-1^{*}log_{10}(pvalue)*sign(Log_{2}FoldChange)$$

This results in a ranked list where the most significantly upregulated genes are at the top of the list and the most significantly downregulated genes are at the bottom of the list with each gene appearing only once. Next, two ranked gene lists are compared to each other using a hypergeometric distribution to determine the significance of the number of overlapping genes within defined sample populations. Sample populations are independently defined for each list. Each population consists of all of the genes that are ranked higher than a specified threshold. Thresholds successively move down a list at a user specified step size. For computation convenience, here we define our step size as 100 genes. However, the smallest possible step size is 1 gene and the largest possible step size is the number of genes found in the smallest list. The hypergeometric p-values resulting from comparing the List 1 genes (all genes above threshold x) to List 2 (all genes above threshold y) then populate a square matrix. As a result, the furthest bottom-left position of the matrix is the p-value of the overlap between genes ranked above the 1st threshold in each list and the furthest top-right position is the overlap between genes ranked above the last threshold in each list. As another example, the furthest bottom-right position is the p-value comparing all genes above the last threshold of List 1 to all genes above the 1st threshold of List 2. The final matrix of hypergeometric p-values is visualized as a heatmap where List 1 is along the x-axis and List 2 is along the y-axis and each point represents a p-value. The axes are arranged such that genes that are upregulated in both lists are in the bottom-left quadrant (quadrant UU) and genes that are downregulated in both lists are in the top-right quadrant (quadrant DD). Genes with opposite regulation in each condition, up in one list but down in the other, are along the opposite diagonal (quadrants UD and DU) (Figure 2E). To visualize RRHO our heatmaps with a consistent p-value scale we set the scale maximum = 300 and the minimum = 1.

The genes in each quadrant were extracted to form UU, DD, UD, and DU gene lists for further analysis. Using these gene lists, the significant overlap between quadrants were determined using the SuperExactTest package. Gene ontology and pathway analysis of these gene lists were performed using the R package enrichGO with *Mus musculus* ontology terms. Representative terms with an adjusted p-value of <0.05 were hand selected. For the short-term vs long-term separation RRHO only UU and DD quadrant genes were used to filter the DESeq2 results of the pair bond, short-term separation, and long-term separation. We then further filtered the pair bond data by a log2FoldChange <–0.30 for the UU genes and >0.30 for the DD genes.

Additional information for RRHOs are in Figure S8. Unscaled p-value RRHOs can be found in Figure S8A-C. Since the p-value of the hypergeometirc distribution is sensitive to the number of genes, RRHO also plots a log-Odds ratio for all comparisons. Log-Odds ratio plots can be found in Figure S8D-F where the maximum scale was changed from 8 to 6 on all plots to better visualize values. Finally, to ensure that the signal we see in the RRHOs is not due to chance, we shuffled the ranked order of List 1 in each RRHO (Figure S8G-I). The resulting lack of signal throughout the RRHOs support that the signal we see in our experimental RRHOs is not due to chance.

### Pathway and upstream regulator analysis with ingenuity pathway analysis (IPA)

Ingenuity pathway analysis (Qiagen, Germantown, MD), was used to determine potential biological pathways and upstream regulators of DEGs and co-regulated genes identified using RRHO. Core expression analysis was applied for each gene list followed by comparison analysis for related lists to help identify common pathways and regulators across groups. For both, outcomes were filtered to include only those that reached an activation z-score of +/-2 and a corrected p-value of <0.05 (corrected by Benjamini Hochberg). All predicted biological pathways and upstream regulators are presented in Supplementary file 3.

### Weighted correlation network analysis (WGCNA)

A weighted gene co-expression network analysis was conducted using the R package WGCNA (v1.70–3) (Langfelder and Horvath, 2008). WGCNA analysis was done using the Input and Pulldown sequencing data from only animals in the vTRAP cohorts (opposite-sex remain paired 4 weeks, opposite-sex separated 4 weeks, and same-sex separated 4 weeks). A signed co-expression network was constructed using a power of 9 and minimum module size of 30 genes according to the author’s standard module-trait relationship workflow. No samples were designated as outliers using complete clustering. Gene modules were then correlated to either the trait Input or Pulldown to determine the gene clusters associated with each sample type. To determine which correlation direction (positive or negative) is associated with which sample type, the significantly positively or negatively correlated modules were grouped and analyzed by Enrichr for cell types (Chen et al., 2013; Kuleshov et al., 2016; Xie et al., 2021). The top term for the positively correlated modules was nucleus accumbens while the top term for the negatively correlated modules was spinal cord. Therefore, the positively correlated modules represent the Pulldown samples, and by extension, neuronally enriched genes.

### Neuronal enriched genes throughout separation

To robustly define neuronally enriched genes we found the intersection of the vTRAP Input vs Pulldown enriched DEGs (Figure 4B) and the genes from the significantly, positively correlated WGCNA modules (Figure 4D). The resulting intersection—2365 genes— is referred to as ‘neuronal enriched genes’ and includes almost all of the vTRAP enriched DEGs. To further validate the neuronal enriched genes we analyzed this gene list using Enrichr for cell types. The top two terms are nucleus accumbens and dorsal striatum confirming the specificity of this gene list.

We next wanted to follow the expression of these neuronal enriched genes throughout separation. First, since we only had vTRAP samples from specific cohorts in our experiment, we ensured that neuronal gene expression can be inferred from bulk sequencing of the same genes. To validate this, we filtered the Input and Pulldown samples of the opposite-sex 4-week separated cohort and compared the expression of the neuronal enriched genes using Morpheus (Figure 4—figure supplement 2D). The strong similarity in expression of the neuronal enriched genes using two different collection methods validated that bulk sequencing expression can be used to infer the neuron specific expression of those same genes. Second, to compare the expression patterns of the neuronal enriched genes to the bulk sequencing data we filtered the bulk data for only the neuronal genes. We then clustered the unfiltered bulk sequencing data, from 3F, and the neuronal enriched genes only bulk sequencing data using one minus Pearson correlation with complete linkage. For each neuronal cluster, we then found the corresponding cluster in the unfiltered expression data with the correspondence links visualized by a Sankey plot using the R package networkD3 (version 0.4)(Allaire et al., 2017). Third, we identified three clusters in the neuronal enriched data that had differential expression based on separation duration. We analyzed each gene list using Gene Ontology as previously described and highlighted specific genes associated with top terms. Which clusters were spotlighted in Figure 4F was determined by a combination of transcriptional patterns due to separation, which genes are in the cluster, and the resulting GO terms for each cluster. We identified clusters that represented three interesting patterns: (1.) down only after long-term pair bond separation (cluster 1) (2.) up due to acute pair separation (cluster 2) and (3.) up only after long-term pair bond separation (cluster 3).

## Data Availability

All sequencing data is available on GEO (GSE192661). All lab specific code is available on the Donaldson Lab GitHub (https://github.com/donaldsonlab/separationRNAseq; copy archived at Sadino, 2023) and all metadata including comprehensive statistical analyses, animal information, differential gene expression, gene sets, and IPA analyses are available on the Donaldson lab Figshare. The vole optimized DIO-eGFP-pvRPL10a vector will be made available on Addgene. The following datasets were generated: SadinoJM 2022Supplemental Data 1figshare10.6084/m9.figshare.19911541 SadinoJM 2022Supplemental Data 2figshare10.6084/m9.figshare.19911577 SadinoJM 2022Supplemental Data 3figshare10.6084/m9.figshare.19911583 SadinoJM 2023RNAseq data from: Prolonged partner separation erodes nucleus accumbens transcriptional signatures of pair bonding in male prairie volesNCBI Gene Expression OmnibusGSE19266110.7554/eLife.80517PMC1011288836852906

# Supplementary material for: Prolonged partner separation erodes nucleus accumbens transcriptional signatures of pair bonding in male prairie voles
**Source:** eLife. 2023 Feb 28;12:e80517. doi: 10.7554/eLife.80517
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Stated in the Data and Materials Availability section. |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. |  | N/A |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | In Supplemental text (Figure 4 – Supplemental Figure 1B). Will be provided on Addgene by publication. |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Methods and Materials with group sizes in manuscript text where appropriate. Also in Supplemental Data 1 (DIO provided in Supplemental text). |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. | Materials and methods section |  |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Materials and methods section |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Materials and methods section |  |
| Randomisation | Materials and methods section |  |
| Blinding | Materials and methods section for behavior analysis |  |
| Inclusion/exclusion criteria | Materials and methods section as well as Supplemental Data 1 (DIO provided in Supplemental text) |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. |  | N/A |
| Define whether data describe technical or biological replicates. |  | N/A |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and methods section |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Materials and methods section as well as Supplemental Data 1 (DIO provided in Supplemental text) |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and methods section, Supplemental Data 1 (DIO provided in Supplemental text), and in the manuscript text where appropriate. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | In Data Availability section and Supplemental text has DIOs for metadatasets used in analyses. |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | In Data Availability section and Supplemental text has DIOs for metadatasets used in analyses. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | In Data Availability section.  Lab GitHub: https://github.com/donaldsonlab |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | In Data Availability section.  Lab GitHub: https://github.com/donaldsonlab |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

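RNA of the nucleus accumbens of male prairie voles was sequenced as tissue input from 8 cohorts of males that remained paired or were separated, and as ribosome pulldown (vTRAP) from 3 of the cohorts. The authors trimmed the reads, aligned them to the MicOch1.0 assembly, merged the runs of each animal and counted reads per gene with HTSeq, and the deposited values are these counts without normalization. There are 69 libraries, each listing 21152 genes, of which 15927 are given by a gene symbol and 5225 by an Ensembl identifier. The smallest value in every library is 1. Conditions were taken from the sample labels, and parentage, age at pairing, RNA integrity number, RNA amount and processing group from Supplementary file 1, matched by animal number. The input library of one animal of the long-term same-sex-paired cohort carries the suffix of a pulldown in its column header. It was used as an input, as its label and Supplementary file 1 state.

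Input libraries held 8885774 to 16260809 counts (median 11464361) and pulldown libraries 8282283 to 22957600 (median 10779978). The paper gives about 20 M reads per sample, and the counts are the part of them assigned to genes. Totals bear on counting error only, and the standard errors given come from differences between animals. Of the 49 input libraries, 48 were used, and a same-sex male separated for 48 hours that Supplementary file 1 marks as excluded was left out. All 20 pulldowns were used with the 20 inputs of the same males.

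Counts were analysed in R 4.3.3 with edgeR 4.0.16. Libraries were normalized with TMM and tested with edgeR's quasi-likelihood F-test. The model for the input libraries was ParentCode (a factor) + AgeAtPairing (days) + Cohort, with genes of more than 10 counts in every library (12134 genes). The paper's methods name these 3 terms, fitted with DESeq2, and do not say how age was coded. DESeq2 with age in days was run as an alternative (DESeq2 1.42.0). Contrasts were opposite-sex minus same-sex at each time and separation condition, with the short-term and long-term remain-paired males joined in one cohort per pairing type for the combined pair bond. Interaction contrasts compared these differences between times, and between paired and separated males at 4 weeks. For vTRAP the model was Cohort + fraction over 40 libraries (11789 genes), because the paper's text does not name one. DEGs are genes with an unadjusted p-value under 0.05 and a log2FoldChange above 0.3 or below -0.3, the paper's thresholds, and the number at a Benjamini-Hochberg adjusted p-value under 0.05 is given beside it.

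RRHO was computed with code written for this purpose in steps of 100 genes on signed -log10 p-values. Standard errors of the RRHO peaks and of the numbers of genes per pattern come from leaving out each of the 48 animals in turn (jackknife). Overlaps of gene lists were tested with the exact hypergeometric test. Animals were split at random within each time and separation condition and refitted with edgeR (40 splits, the real one included), and input and pulldown were exchanged within animals (100 assignments, the real one included). RRHO was repeated on residuals of a model without pairing type, exchanged between animals and refitted by least squares (100 sets, the real data included). Marker scores are means of centred log2 CPM with a prior count of 0.5 over 11 to 14 of the 15 genes listed for each of 5 cell types. Scores of pairing types were compared with exact permutation tests and those of fractions with exact sign-flip tests. Listed genes that the files do not name, or of a mean count under 10, were left out of the scores. The endothelial list, of which 11 of 15 genes (73.3%) are named, is under the 80% required for a list to be interpreted. It was scored and counted in the adjusted p-values, and its scores are not interpreted.

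The functions were tested on simulated data. Of 200 genes with a simulated change, edgeR recovered 171 at the group sizes of the long-term pair bond (9 against 5) and 190 at those of the short-term pair bond (6 against 6), among 12134 genes. For the pulldown it recovered 200 of 200 among 11789 genes.

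Alternatives were another normalization (DESeq2 size factors), other count filters, other codings of the covariates, all 49 animals, a library of low RNA integrity left out, each male of the same-sex cohorts of 5 animals left out in turn, a block for the animal in the vTRAP fit, other RRHO steps and lists, and adjusted p-values. Named genes are those the paper names from these data and that the files pair with a name, and for each contrast up to 3 upregulated and 3 downregulated DEGs with the smallest p-values among those with an adjusted p-value under 0.05. For vTRAP they are the 5 enriched and 5 depleted genes with the largest change among those with an adjusted p-value under 0.05, a mean count of at least 50 and the same direction in all 20 males. Genes given only by an Ensembl identifier are not printed. The counts of Esr1 and Hnf4a lie below the filter. Drd1, Drd2, Oxtr, Slc25a4 and Rpl10a are not paired with a name in the files and were not analysed here. One further measure of the paper is not reported here. Gene ontology, Ingenuity pathways, network modules, Enrichr and the rat single-nucleus comparison were not repeated.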

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

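The tests of 2 single males (2601 and 2973), of the long-term same-sex-paired cohort and of the astrocyte score of operated same-sex males were chosen only after the results were seen, and the splits of the animals and the test of vTRAP surgery and RNA amount were not.

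In 152 groups of 5 to 9 animals (library totals, the share of the 10 most counted genes, marker scores and the CPM of genes the paper names), the highest or lowest animal lay further from the others than Dixon's critical value in 17, where 7.6 would by chance. Of these, 5 concern male 2973 and 5 concern male 2601, so they are not independent of each other.

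Male 2601, opposite-sex and paired long-term, had 14.1% of its counts in the 10 genes most counted over all libraries. The other males of its cohort had 2.12% to 7.46%. Its CPM was 115 for Adora2a (others 53.6 to 81.1), 72.4 for Fosb (21.8 to 34.5), 10.3 for Creb1 (15.9 to 19.6) and 19.6 for Hdac4 (29.0 to 34.9). When the 10 most counted genes were left out of the library size, 2 of the 4 genes, Adora2a and Fosb, still lay past the critical value, at 118.7 and 74.7. Creb1 and Hdac4 of this male were then at 10.6 and 20.3. They came to lie at 0.486 and 0.463, under the critical value of 0.493, as the range of the others widened to 15.9 to 21.5 and 29.5 to 40.3. The test cannot decide whether the share of counts in those 10 genes explains the pattern. The first values are TMM-normalized and the second are not, so their differences do not isolate those genes. No biological explanation was tested, since the design gives none for one male.

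Male 2973, same-sex and paired long-term, had a CPM of 26.5 for Oprk1 (others 6.62 to 12.3), 72.3 for Fosb (14.9 to 21.4), 200.4 for Pdyn (23.3 to 56.3) and 895.8 for Ctnnb1 (297.0 to 348.2), and a microglia marker score of -2.03 (others -0.09 to 0.47). Its total of 10506795 counts lies among those of the other males (8885774 to 12381003), so library size does not account for the pattern. Its striatal neuron marker score was 1.21, against -0.78 to 0.25 in the others, and a candidate explanation is another mix of cell types in the dissected tissue. That remains a hypothesis, because the pattern and the test come from the same male.

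The other single values have no test. Male 2917, opposite-sex and separated for 48 hours, had a total of 13459249 counts (others 10403421 to 11426744). Male 2898 of the same cohort had 9.67% of its counts in the 10 genes most counted over all libraries (4.29% to 5.94%). Male 2920, same-sex and paired short-term, had an astrocyte marker score of -0.84 (others -0.30 to -0.14). CPM was 18.0 for Htra2 in male 2728, opposite-sex and paired short-term (23.5 to 26.2), 113.5 for Hras in male 2977, same-sex and paired long-term (154.8 to 167.5), 26.1 for Erbb3 in male 2662, opposite-sex and paired long-term (9.30 to 14.1), and 20.3 for Creb1 in male 2921, same-sex and separated for 48 hours (17.6 to 18.0). No biological explanation was tested for them.

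The opposite-sex minus same-sex difference changed between the short-term and long-term remain-paired timepoints for 1580 genes by an adjusted p-value of the interaction under 0.05, among them Hras, at a log2FoldChange of -0.49, and Hdac4, at 0.99. It also differed between paired and separated males at 4 weeks for 2647 genes, among them Hras at -0.67, Erbb3 at 1.87 and Hdac4 at 1.14. In splits of the animals within each time and separation condition, 1 of the 40, the real one, had as many DEGs for either interaction (3606 and 4416 DEGs, against at most 2725 and 2214 in the other splits). Between the separation timepoints the interaction gave 107 DEGs, and 29 of the 40 splits had as many.

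Both interactions involve the long-term same-sex-paired cohort. Between this cohort and the short-term same-sex-paired males, 2914 genes were DEGs and 727 had an adjusted p-value under 0.05. Between the long-term and short-term opposite-sex-paired males 869 genes were DEGs and none passed adjustment, with 1080 at an unadjusted p-value under 0.05. Without covariates the opposite-sex males gave 1575 DEGs and 255 genes with an adjusted p-value under 0.05, and the same-sex males 3181 and 2457. At 4 weeks, separated and paired same-sex males differed in 4326 DEGs, with 2457 genes passing adjustment, and separated and paired opposite-sex males in 217, with none passing. Of these, only the same-sex males also differ in surgery. Both interactions therefore rest more on the same-sex than on the opposite-sex males. The 5 long-term same-sex-paired males also differ from all other cohorts in age at pairing, RNA amount, processing group and, from the other 4-week cohorts, in the vTRAP surgery. The test of surgery and RNA amount asked for the 2914 DEGs and for higher glial scores in the operated opposite-sex males. The 2914 DEGs lie between 2 unoperated cohorts, so surgery does not account for them, and the opposite-sex comparison, in which surgery differs, had none passing adjustment in the main fit. The astrocyte score of the operated males was higher by 1.12 (exact permutation p=0.0005, adjusted p=0.00999 over 20 comparisons) and their microglia score by 0.27 (exact permutation p=0.555, adjusted p=0.858). These score differences are part of the pattern and do not test its source. With age in 3 categories and one male moved, chosen after seeing the data, the pair bond and time interaction gave 931 DEGs with DESeq2 and 858 with edgeR. The pattern cannot be told apart from the age at pairing, RNA amount and processing group of the long-term same-sex-paired males, or from pair bonding itself. For the interaction of pairing and separation at 4 weeks, surgery remains open too.

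The operated cohorts include one of same-sex males. Its astrocyte score was 0.30, beside 0.26 and 0.44 in the operated opposite-sex cohorts, while the 5 unoperated cohorts lay between -0.68 and -0.03. In the males separated for 4 weeks, all of them operated, the pairing types differed by -0.04 (exact permutation p=0.786, adjusted p=0.873). The 5 operated same-sex males scored 0.556 higher than the 11 unoperated same-sex males of the 48-hour cohorts (exact permutation p=0.000916, adjusted p=0.00183 over 2 comparisons), and the 6 operated separated opposite-sex males 0.335 higher than the 12 unoperated ones (exact permutation p=0.0356, adjusted p=0.0356). Surgery may therefore account for part of the long-term difference in the astrocyte score. The males compared in these 2 tests also differ in the time of collection, so the tests do not isolate surgery.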

How the results depend on the processing

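The fits with age at pairing in 3 categories, the subtraction of 1 from every value and the vTRAP fit on the genes of the input filter were chosen only after the results were seen. The main settings and the 21 other alternatives, besides 15 fits that each left out one same-sex male, were chosen before the data were examined. Where a result changed, the cause was not tested.

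Across the alternatives chosen beforehand other than leaving single males out, the number of long-term DEGs stayed between 3515 and 5564 and the number of vTRAP-enriched genes between 2676 and 3532. Of 660 log2FoldChange values of single genes under these alternatives, 635 kept their direction and their side of the threshold for DEGs, 10 no longer passed it and 15 newly passed it.

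With Benjamini-Hochberg adjusted p-values, DEGs were 1695 in the combined pair bond, 1580 for the interaction of pair bond and time and 2647 for that of pairing and separation at 4 weeks. None was left in the short-term pair bond (888 at an unadjusted p-value under 0.05), short-term separation (145), long-term separation (158) or the interaction of separation and time (108), and the shared DEGs of all 4 comparisons were 0.

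Without covariates there were 327 DEGs in the short-term pair bond and 162 in the interaction of separation and time, with 137 upregulated and 58 downregulated DEGs shared by the pair bond timepoints. Eroded genes were 1818 (UU) and 1355 (DD), neuronal pattern 1 held 349 genes and the RRHO peaks of the combined pair bond against short-term separation were 58.8 (UU) and 44.0 (DD). With AgeAtPairing only, eroded genes were 1 (UU) and 5 (DD) and the RRHO peaks between pair bond timepoints 741.8 (UU) and 691.8 (DD). With ParentCode only, eroded genes were 500 (UU) and 405 (DD), neuronal pattern 3 held 686 genes, the RRHO peaks against short-term separation were 18.3 (UU) and 9.82 (DD), shared DEGs were 68 with long-term and 23 with short-term separation, and the pair bond timepoints shared 99 downregulated DEGs. With ParentCode as a number, DEGs were 486 in the short-term pair bond and 164 in the interaction of separation and time, eroded DD genes 322 and shared upregulated DEGs 208. With the parents coded both 11 and 14 merged, eroded UU genes were 2.

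Without a count filter, DEGs were 269 after short-term and 312 after long-term separation and 260 in their interaction, eroded UU genes 37, the DD peak between pair bond timepoints 666.9, shared DEGs 73 with short-term and 75 with long-term separation and vTRAP-depleted genes 4632. With filterByExpr, DEGs were 222, 235 and 192 for the same contrasts, eroded UU genes 18 and shared DEGs 66 and 65. With DESeq2 size factors in edgeR, eroded UU genes were 2. With all 49 animals, the interaction of separation and time gave 169 DEGs, eroded genes were 43 (UU) and 144 (DD) and the DD peak against short-term separation was 12.1. Without the library of RNA integrity number 3.7, eroded UU genes were 8. With the mean of the 2 pair bond contrasts, eroded DD genes were 1 and neuronal pattern 1 held 140 genes. With all genes of a quadrant, eroded genes were 787 (UU) and 770 (DD). On residuals of a regression on ParentCode and AgeAtPairing, without cohort, the long-term difference in the astrocyte score was 0.56. Its adjusted p-value from the exact permutation test was 0.210, over a range of 0.00999 to 0.210 across the 3 alternatives.

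Across the 15 fits that each left out one same-sex male, DEGs ranged from 115 to 270 after short-term separation, from 45 to 385 after long-term separation, from 99 to 231 in their interaction and from 2855 to 5316 in the interaction of pairing and separation at 4 weeks. Shared DEGs ranged from 32 to 88 with short-term and from 13 to 131 with long-term separation, eroded genes from 1 to 354 (UU) and from 1 to 139 (DD), neuronal pattern 1 from 120 to 411 genes and the UU peak against long-term separation from 7.7e-05 to 29.8.

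With age in 3 categories and male 2910 in the middle one, chosen after seeing the data, DESeq2 gave 1777 long-term, 1567 combined and 330 short-term separation DEGs. The interactions gave 931 (pair bond and time), 161 (separation and time) and 1943 (pairing and separation). Shared DEGs were 104 upregulated and 46 downregulated between pair bond timepoints and 112 between the combined pair bond and short-term separation, eroded genes 842 (UU) and 858 (DD), and RRHO peaks against short-term separation 246.2 (UU) and 237.2 (DD). edgeR with the same categories gave 525 short-term, 1649 long-term, 1496 combined and 296 short-term separation DEGs, interactions of 858 and 1840, shared DEGs of 85, 44, 101 and, with long-term separation, 22, eroded genes of 975 (UU) and 873 (DD), and peaks of 247.2 and 240.4. With the categories as listed, edgeR gave 2616 long-term, 1786 combined and 243 short-term separation DEGs, interactions of 1085 and 2612, shared DEGs of 137 upregulated, 77 downregulated and 22 with long-term separation, eroded genes of 687 (UU) and 1379 (DD), and peaks of 17.9 and 11.3. In the long-term pair bond 4 genes reversed under these settings. Sox2 had a log2FoldChange of 1.16, 1.19 and 0.84, Adora2a of 0.13 and 0.12, Creb1 of -0.0207 and -0.00834 and Hdac4 of -0.0208 and -0.00320. Of the 240 log2FoldChange values of single genes under the later settings, 216 kept their direction and side of the threshold, 9 reversed, 9 no longer passed it and 6 newly passed it.

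With a block for the animal in the vTRAP fit, 2676 genes were enriched and 3179 depleted. In a check of the pairing, input and pulldown of the same animal correlated at 0.262 and those of other animals at -0.0428.

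Simulated changes with a mean log2FoldChange of 1.5 were recovered for 171 of 200 genes at the group sizes of the long-term pair bond and for 191 of 200 at those of long-term separation, and smaller changes were not simulated for these contrasts.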

Differences from the paper's values

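No test belongs to this part, and the settings with age at pairing in 3 categories were chosen only after the values had been seen. Alternatives set before the data were examined include leaving out each of 15 same-sex males in turn. A gap counts as closed where a count lies within 1.5-fold of the paper's.

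The paper reports 581 eroded UU genes and 1248 eroded DD genes, from lists that it describes as inclusive of all transcripts in each quadrant. Lists of every gene of the quadrant, an alternative set before the data were examined, gave 787 and 770 here. The main setting took lists at the RRHO peak, which is another definition, and gave 4 and 41. For UU, the lists of every gene and ParentCode as the only covariate, with 500, closed the gap, and the other 26 alternatives set before the data were examined did not close the gap. For DD, only the fit without covariates did, with 1355. Age in 3 categories, chosen after seeing the values, gave 842 UU genes with DESeq2, 975 with edgeR, which lies outside 1.5-fold, and 687 with edgeR and the categories as listed, and 858, 873 and 1379 DD genes over the 3 settings.

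The paper's Supplementary file 1 lists 104 upregulated and 46 downregulated DEGs shared by the short-term and long-term pair bond, and 368 and 177 were found here. Of 27 alternatives set before the data were examined, the fit without covariates closed the gap, at 137 and 58, and the others did not. Chosen after seeing the values, DESeq2 with age in 3 categories and one male moved gave 104 and 46, and edgeR gave 85 and 44 with the same categories. With the categories as listed, also chosen after seeing the values, edgeR gave 137 upregulated and 77 downregulated, and the latter lies outside 1.5-fold. The paper's number of DEGs shared by the combined pair bond and short-term separation is 87, and the number here is 42. The 2 other count filters gave 66 and 73, and leaving out male 2723, 2921 or 2984 gave 71, 88 and 74, while the other 23 alternatives set before the data were examined did not close the gap. With age in 3 categories and one male moved, chosen after seeing the values, 112 were shared with DESeq2 and 101 with edgeR. With the categories as listed, edgeR gave 37, where 35.8 would be by chance, and did not close the gap. For the combined pair bond and long-term separation the paper's number is 18, and the number here is 35. Leaving out male 2599 gave 13, the other 27 alternatives set before the data were examined did not close the gap, and age in 3 categories, chosen after seeing the values, gave 25 with DESeq2 and 22 with edgeR in both codings.

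The paper shows about 1800 DEGs of the long-term pair bond in Figure 3—figure supplement 2, read by eye, and 4945 were found here. None of 27 alternatives set before the data were examined closed the gap, and age in 3 categories, chosen after seeing the values, gave 1777, 1649 and 2616. For the combined pair bond the paper shows about 1200 in Figure 3—figure supplement 2, read by eye, and 3029 were found here. Adjusted p-values gave 1695 and the other 27 alternatives set before the data were examined did not close the gap, while age in 3 categories, chosen after seeing the values, gave 1567, 1496 and 1786. For short-term separation the paper shows about 330 in Figure 3—figure supplement 2, read by eye, and 123 were found here. The 2 other count filters gave 222 and 269, leaving out male 2723 gave 270, and the other 24 alternatives set before the data were examined did not close the gap. Age in 3 categories, chosen after seeing the values, gave 330 with DESeq2 and 296 and 243 with edgeR.

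Other statements of the paper concern directions. The paper describes concordant RRHO signal between the combined pair bond and short-term separation, and here the concordant peaks were 0.377 and 0.0784 and the discordant peaks 121.0 and 85.9. With age in 3 categories and one male moved, chosen after seeing the values, the concordant peaks were 246.2 and 237.2 with DESeq2. That setting also returned the paper's listed pair bond log2FoldChange values to within 0.000383, so this gap goes with the coding of age. The paper describes the pair bond signature as largely undetectable in the RRHO against long-term separation, with a residual concordant signature, and here the discordant peaks were 107.0 and 107.9. With age in 3 categories and one male moved, chosen after seeing the values, a least-squares fit gave discordant peaks of 1.72 and 0.846 and concordant peaks of 5.51 and 7.26. The paper describes most transcripts as depleted in the pulldown, and here 2940 were depleted and 2836 enriched of 11789. The paper places Shank3, through an ontology term, among genes up in the combined pair bond and short-term separation and down after long-term separation. Here its log2FoldChange was -0.01, -0.07 and -0.24. The paper clustered scaled values by correlation, so membership follows the profile over the 3 contrasts rather than the sign. The values here are lowest after long-term separation, and their signs alone do not contradict the cluster.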

Other observations

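The exchanges as a test of the depleted genes, the exchanged residuals and the search among designs were chosen only after the results were seen, and the other tests of this part were not.

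Splits of the animals at random within each time and separation condition gave as many DEGs as the real one in 6 of 40 for the short-term pair bond, 34 of 40 for short-term separation and 23 of 40 for long-term separation. For the long-term pair bond 1 of 40, the real one, did, with 2031 as the most in another split, and for the combined pair bond 1 of 40, with 1333 as the most in another. When input and pulldown were exchanged within 6 to 14 of the 20 animals, 1 of 100 assignments, the real one, had as many enriched genes and 1 of 100 as many depleted genes. The other assignments gave at most 1196 and 930.

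Residuals of the main model without pairing type were exchanged between animals, and RRHO was repeated by least squares on 100 sets, the real data included. Each number below refers to the least-squares peak of the real data. Peaks as high arose in 33 (UU) and 32 (DD) for the short-term against the long-term pair bond and in 24 (UU) and 26 (DD) for the 2 separation timepoints. The discordant peaks of the combined pair bond were reached in 21 (UD) and 27 (DU) against short-term and in 25 (UD) and 24 (DU) against long-term separation. Peaks of this height may therefore arise without any difference between pairing types. For the short-term against the long-term pair bond, 5 (UU) and 5 (DD) sets reached the peaks without covariates, and 5 and 5 with age in 3 categories and one male moved.

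Oligodendrocyte markers varied together between animals of the same cohort, with a mean correlation of 0.776, where the highest of 1000 random lists of as many genes reached 0.266. The difference in glial markers between pairing types may therefore come from the share of glial tissue in the dissection as well as from expression within glia, and bulk counts cannot separate them.

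The log2FoldChange values in the paper's Supplementary file 2 were set beside 23 designs, of which 19 could be fitted, in a search made after seeing the data. DESeq2 with ParentCode and age in 3 categories, with male 2910 moved from the lowest category to the middle one, differed from the paper's values by at most 8.39e-05 over 1999 short-term genes and 0.000383 over 1188 long-term genes. Male 2910 was 98 days old at pairing. In this design the long-term contrast gives male 2939, same-sex and separated for 48 hours, 22.6% of its squared weight, and without that male the design loses rank, from 26 columns to 25.

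The paper's numbers of eroded genes equal differences between the sizes of intersections in its Supplementary file 1, where the paper's values are 1701 and 1120 for UU and 2078 and 830 for DD. By the paper's sizes, 801 (UU) and 1413 (DD) genes of the first intersection lie outside the intersection of all 3 lists.

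Genes that the paper names as upstream regulators had the following log2FoldChange values in the combined and the long-term pair bond, with adjusted p-values from edgeR's quasi-likelihood test. Sox2 was at 0.32 (standard error 0.19, adjusted p=0.271) and -0.10 (standard error 0.29, adjusted p=0.824). Ctnnb1 was at 0.15 (standard error 0.16, adjusted p=0.560) and 0.47 (standard error 0.24, adjusted p=0.134). Creb1 was at 0.06 (standard error 0.15, adjusted p=0.815) and 0.51 (standard error 0.22, adjusted p=0.0787). Hdac4 was at 0.36 (standard error 0.20, adjusted p=0.230) and 1.07 (standard error 0.27, adjusted p=0.00495). Adora2a was at -0.83 (standard error 0.29, adjusted p=0.0515) and -1.03 (standard error 0.45, adjusted p=0.0857). Erbb3 was at 1.33 (standard error 0.31, adjusted p=0.00686) and 1.82 (standard error 0.45, adjusted p=0.00438). Oprk1, which the paper names as a neuronal gene of interest, was at -0.85 (standard error 0.29, adjusted p=0.0442) and -0.67 (standard error 0.44, adjusted p=0.252). In the cohorts compared, single males lie apart for Creb1, Hdac4, Adora2a, Ctnnb1, Erbb3 and Oprk1.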
